# Alternative mRNA polyadenylation regulates macrophage hyperactivation via the autophagy pathway

**DOI:** 10.1038/s41423-024-01237-8

**Published:** 2024-11-13

**Authors:** Yunzhu Chen, Baiwen Chen, Jingyu Li, Haixin Li, Gaoyang Wang, Xuemin Cai, Qianqian Zhang, Xiaoxu Liu, Chen Kan, Lei Wang, Zhengting Wang, Hua-Bing Li

**Keywords:** alternative polyadenylation, Nudt21, macrophage, autophagy, inflammation, Inflammation, Autophagy

## Abstract

Macrophage hyperactivation is a hallmark of inflammatory diseases, yet the role of alternative polyadenylation (APA) of mRNAs in regulating innate immunity remains unclear. In this study, we focused on 3’UTR-APA and demonstrated that Nudt21, a crucial RNA-binding component of the 3’UTR-APA machinery, is significantly upregulated in various inflammatory conditions. By utilizing myeloid-specific Nudt21-deficient mice, we revealed a protective effect of Nudt21 depletion against colitis and severe hyperinflammation, primarily through diminished production of proinflammatory cytokines. Notably, Nudt21 regulates the mRNA stability of key autophagy-related genes, *Map1lc3b* and *Ulk2*, by mediating selective 3’UTR polyadenylation in activated macrophages. As a result, Nudt21-deficient macrophages display increased autophagic activity, which leads to reduced cytokine secretion. Our findings highlight an unexplored role of Nudt21-mediated 3’UTR-APA in modulating macrophage autophagy and offer new insights into the modulation of inflammation and disease progression.

## Introduction

The inflammatory response is a vital component of the body’s immune defense, facilitating pathogen elimination and tissue healing [1]. However, dysregulation of this response can lead to chronic inflammatory conditions such as inflammatory bowel disease (IBD), rheumatoid arthritis (RA), psoriasis, and systemic lupus erythematosus (SLE), which are collectively known as immune-mediated inflammatory diseases (IMIDs) [2]. These conditions are characterized by aberrant immune responses and persistent inflammation, potentially escalating to severe, life-threatening conditions such as hemophagocytic lymphohistiocytosis (HLH) [3, 4].

Macrophage overactivation is a pivotal feature of IMIDs and contributes significantly to disease pathogenesis [5, 6]. Dysfunctional macrophages under these conditions exhibit heightened inflammatory responses, leading to tissue damage, sustained inflammation, and exacerbation of disease severity [7, 8]. There is an ongoing need to study the complex regulatory mechanisms that govern macrophage activation, which are crucial for making timely adjustments to prevent excessive inflammatory responses.

At the molecular level, precise transcriptional regulation and alterations in RNA metabolism are closely associated with macrophage activation states and cytokine production [9–12]. RNA metabolism includes various processes involved in RNA synthesis, processing, and degradation [13, 14]. Alternative polyadenylation (APA) is a critical process in RNA metabolism that generates mRNA isoforms with varying 3’ untranslated region (3’UTR) lengths by selecting distinct polyadenylation sites (PASs) [15, 16]. APA, which is closely associated with RNA splicing, occurs in two primary types: 3’UTR-APA, which adjusts 3’UTR length without altering coding sequences, and intronic-APA, which can produce truncated proteins. Our study specifically focused on 3’UTR-APA. Studies have shown that 3’UTR shortening occurs during macrophage differentiation or in response to viral stimuli [17–19]. However, the specific roles of 3’UTR-APA regulators, particularly their individual contributions to macrophage activation, remain unclear.

To explore this, we focused on Nudt21, a key RNA-binding protein involved in 3’UTR PAS selection [20, 21]. Loss of Nudt21 may promote the use of a proximal PAS, resulting in mRNAs with shorter 3’UTRs [22–24]. Our previous CRISPR screening results suggest that Nudt21 may act as a positive regulator of macrophage inflammatory activation [25]. Given the rapid changes in macrophage transcriptomes in response to stimuli, ascertaining the role of the APA regulator Nudt21 in modulating macrophage activation during inflammation is crucial.

Here, we found that Nudt21 mRNA expression was increased among different IMIDs. Consequently, we generated mice with lineage-specific deletion of Nudt21 in macrophages (*Nudt21*^*fl/fl*^ LysM^Cre^, synonymous with Nudt21-cKO) and documented a reduction in inflammation in two murine disease models—colitis and HLH—characterized by decreased proinflammatory cytokine production. We then focused on the mechanism underlying this regulation by conducting high-depth RNA sequencing and percentage of distal polyA site usage index (PDUI) analysis on bone marrow-derived macrophages (BMDMs) derived from Nudt21-cKO and WT mice. Notably, Nudt21 ablation promoted constitutive autophagy activation by regulating the mRNA stability of two key autophagy modulators, Map1lc3b and Ulk2, via the 3’UTR length of the mRNA. Our study unexpectedly revealed that Nudt21-mediated modulation of autophagy-related genes finely regulates macrophage autophagy, impacting inflammatory responses and disease progression.

## Results

### Increased expression of *NUDT21* in inflammatory diseases

To explore the role of NUDT21 in hyperinflammatory conditions, we first analyzed the mRNA expression profiles of various immune-mediated inflammatory diseases (IMIDs) via the GEO database. Elevated levels of NUDT21 mRNA were observed in inflamed tissues from patients with inflammatory bowel disease (IBD) (Fig. 1A), psoriasis (Fig. 1B), rheumatoid arthritis (RA) (Fig. 1C), and sepsis (Fig. 1D, Fig. S1B). There was also a notable increase in expression in systemic lupus erythematosus (SLE) patients (Fig. S1C) and in peritoneal monocyte-derived macrophages from mice subjected to CAR-T-cell therapy-induced cytokine release syndrome (Fig. S1D). Additionally, Nudt21 was upregulated in bone marrow-derived macrophages (BMDMs) after IFNγ/LPS stimulation at both the mRNA and protein levels (Fig. S1E, F). These findings suggest that NUDT21-expressing macrophages may facilitate the progression of inflammation.

**Fig. 1:**
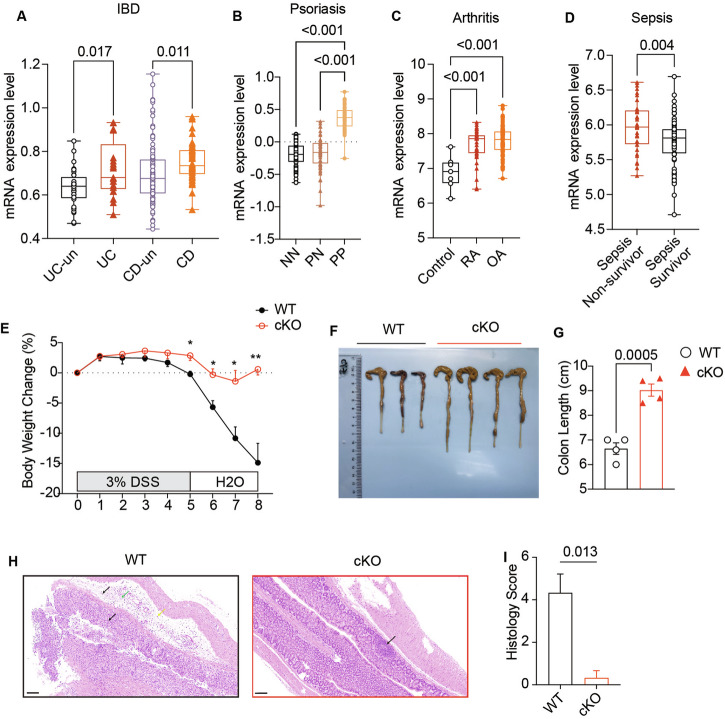
Increased *NUDT21* expression in inflammatory diseases and its protective role against colitis in Nudt21-deficient macrophages. mRNA expression levels of *NUDT21* in inflamed tissues from patients with inflammatory bowel disease (IBD) (GSE179285) (**A**), psoriasis (GSE13355) (**B**), rheumatoid arthritis (RA) and osteoarthritis (OA) (GSE236924) (**C**) and sepsis (GSE95233) (**D**). UC-un = uninflamed tissue from ulcerative colitis patients; UC = inflamed tissue from ulcerative colitis patients; CD-un = uninflamed tissue from Crohn’s disease patients; CD = inflamed tissue from Crohn’s disease patients; NN = normal skin from controls; PN = uninvolved skin from psoriatic patients; PP = involved skin from psoriatic patients; RA = rheumatoid arthritis; OA = osteoarthritis. Group sizes: (A) UC-un = 32; UC = 23, CD-un = 121, CD = 47, (B) NN = 64, PN = 58, PP = 58, **C** Control = 7, RA = 36, OA = 89, **D** Sepsis Nonsurvivor = 34, Sepsis Survivor = 68. Wild-type (WT) and Nudt21-cKO mice were treated with 3% dextran sulfate sodium (DSS) for 5 days followed by access to regular drinking water for 3 days. Body weight changes (**E**), representative images of the large intestine (**F**), colon length measurements (**G**), representative hematoxylin and eosin (H&E)-stained colon sections (**H**), and histological scoring (**I**) from both groups of mice were analyzed on day 8 after DSS treatment. Scale bars: 100 μm in **H**. The arrows indicate edema (yellow), lymphocytes (black), and neutrophils (green). The error bars represent the standard errors of the means (SEMs). *P* values were determined by unpaired Student’s *t*-test or one-way ANOVA

### Protective role of *Nudt21*-deficient macrophages against Colitis

To investigate the in vivo function of Nudt21 in macrophages, we generated myeloid-specific Nudt21-deficient mice (*Nudt21*^fl/fl^ LysM^Cre^, hereafter referred to as Nudt21-cKO) by crossing *Nudt21*-floxed mice (*Nudt21*^*fl/fl*^) with lysozyme M-Cre tool mice (LysM-Cre, referred to as WT) (Fig. S2A). RT‒qPCR and immunoblot analyses confirmed the efficient depletion of Nudt21 in bone marrow-derived macrophages (BMDMs) from Nudt21-cKO mice at both the mRNA and protein levels (Fig. S2B, C). Immune cell profiling revealed similar compositions of the spleen and bone marrow between Nudt21-cKO and WT mice (Fig. S2D, E).

To determine the functional impact of Nudt21 deficiency on macrophages during inflammatory disease progression, we subjected WT and Nudt21-cKO mice to a 3% dextran sulfate sodium (DSS) protocol [26–28] for five days to induce colitis. Compared with their WT counterparts, Nudt21-cKO mice presented significantly less body weight loss, reduced colon shortening, and milder colon inflammation (Fig. 1E–I) while maintaining comparable myeloid cell counts in both groups (Fig. S2F). These findings suggest that Nudt21 deficiency confers a protective effect against colitis in mice, primarily through alterations in macrophage function. The reduction in colitis severity in Nudt21-cKO mice underscores the critical role of Nudt21 in modulating macrophage-mediated inflammatory responses.

### Nudt21 loss in macrophages alleviates excessive inflammation

To investigate the role of macrophage-specific Nudt21 deficiency in acute hyperinflammation, we subjected mice to a hemophagocytic lymphohistiocytosis (HLH) animal model induced by intraperitoneal injections of polyI:C for 24 hours followed by LPS [29–31]. Compared with their WT counterparts, Nudt21-cKO mice presented significantly improved outcomes, as evidenced by increased survival rates (Fig. 2A) and less pronounced decreases in rectal temperature (Fig. 2B) and body weight (Fig. 2C) after HLH model induction. Additionally, the HLH Nudt21-cKO mice presented lower peripheral white blood cell counts (Fig. 2D), lower spleen injury scores (Fig. 2E), decreased splenic cellularity (Fig. S3A), less splenomegaly (Fig. 2F), and higher peripheral platelet counts (Fig. S3B). Moreover, these mice presented decreased mRNA expression of the proinflammatory cytokines IL6 and IL1β in both spleen and liver tissues, along with reduced plasma levels of IL1β (Fig. 2G, Fig. S3C, D).

**Fig. 2:**
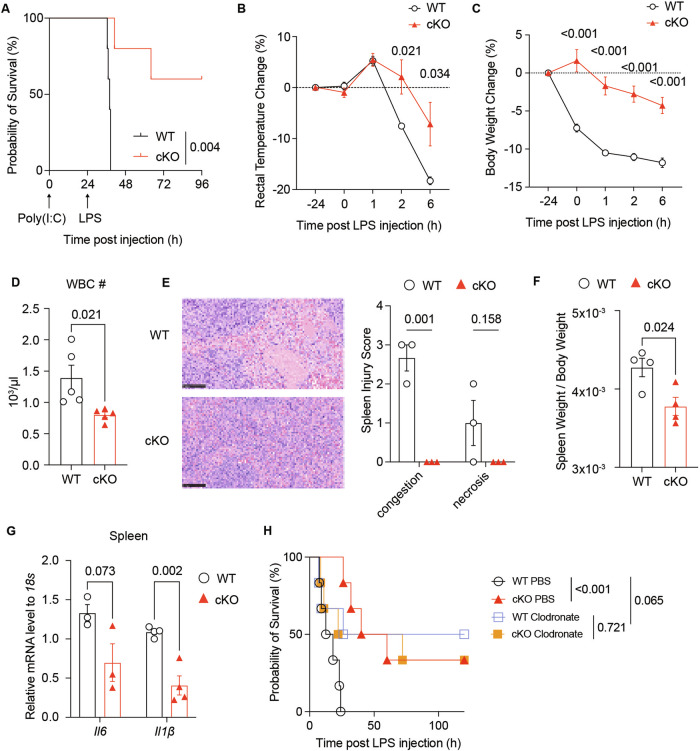
Loss of Nudt21 in Macrophages Alleviates Excessive Inflammation in an HLH Model. **A** Survival curves of WT and Nudt21-cKO mice in the hemophagocytic lymphohistiocytosis (HLH) model, with polyI:C (10 mg/kg) followed by lipopolysaccharide (LPS) (5 mg/kg) injections (*n* = 5 per group). Survival curves were analyzed via the log-rank (Mantel‒Cox) test. Analyses conducted 6 hours post-LPS injection included rectal temperature changes (**B**), body weight changes (**C**), white blood cell counts in peripheral blood (**D**), representative H&E-stained spleen sections and spleen injury scores (**E**) (*n* = 3 per group), the ratio of spleen weight to body weight (**F**), and the mRNA expression levels of Il6 and Il1β in spleen tissues (**G**). *P* values were determined by unpaired Student’s *t* test. (**H**) Survival curves of WT and Nudt21-cKO mice following the indicated treatments (*n* = 6 per group). Survival curves were analyzed via the log-rank (Mantel‒Cox) test. The error bars represent the standard errors of the means (SEMs)

To assess whether the enhanced survival of Nudt21-cKO mice was attributable primarily to macrophage effects, we depleted macrophages via clodronate liposomes [32–35]. This intervention reduced mortality in WT mice under the HLH model to a rate comparable with that in Nudt21-cKO mice, highlighting that the absence of Nudt21 in macrophages plays a key role in mitigating acute inflammation (Fig. 2H). Collectively, these findings demonstrate that Nudt21 deficiency in macrophages significantly ameliorates inflammation progression.

### Reduced proinflammatory traits in Nudt21-deficient macrophages

To further explore the characteristics of macrophages lacking Nudt21 during acute inflammatory disease progression, we analyzed myeloid cell populations in the spleen in the HLH model. Our findings revealed increases in both the absolute number and percentage of splenic macrophages in Nudt21-cKO mice compared with WT mice (Fig. S3F, G), suggesting increased cell viability. Additionally, a decreased percentage of Annexin V + 7-AAD^+^ cells was observed in splenic macrophages from Nudt21-cKO mice (Fig. S3H, I), indicating reduced macrophage death.

In terms of proinflammatory cytokines, splenic macrophages from Nudt21-cKO mice presented significantly lower levels of IL6 and TNFα (Fig. 3A, B), as did a reduced percentage of TNFα-positive macrophages (Fig. 3C). Consistently, in the supernatant of the splenic macrophages sorted from the HLH model mice, the cKO group presented lower IL6 and TNFα levels than the WT group did (Fig. 3D, E). Furthermore, these mice presented decreased mRNA levels of *Il6*, *Tnfα*, and *Il1β* (Fig. 3F) and a reduction in the IL12β geometric mean fluorescence intensity (gMFI) in both bone marrow monocytes (BMMs) and peritoneal monocyte-derived macrophages (PMMs) (Fig. S4A, B). Additionally, in the peritoneal cavity of HLH Nudt21-cKO mice, there was a decrease in the proportion of Ly6C^hi^ to Ly6C^low^ macrophages (Fig. 3G, H). Similar results were observed in the DSS model, where compared with WT intestinal macrophages, Nudt21-cKO intestinal macrophages exhibited reduced production of TNFα and IL6 (Fig. S4C-F).

**Fig. 3:**
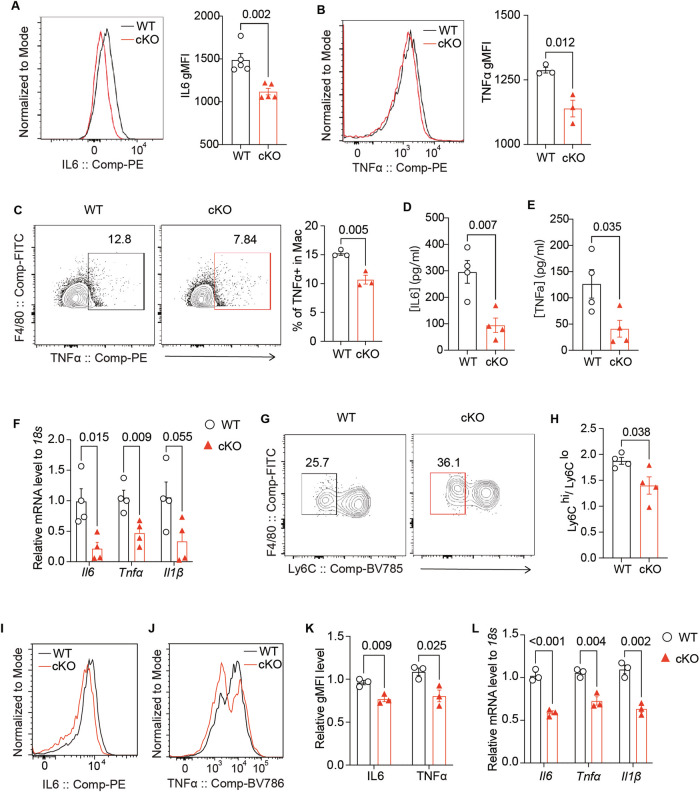
Reduced proinflammatory traits in Nudt21-deficient monocyte-derived macrophages. **A** Histogram illustrating the geometric mean fluorescence intensity (gMFI) of IL6 and quantification of the gMFI in splenic macrophages from WT and Nudt21-cKO mice in the HLH model (6 h, *n* = 5 per group). **B** Histogram displaying the gMFI of TNFα and quantification of the gMFI in splenic macrophages from WT and Nudt21-cKO mice in the HLH model (6 h, n = 3 per group). **C** Percentages of TNFα-positive macrophages in the spleens of WT and Nudt21-cKO mice in the HLH model (6 h, *n* = 3 per group). ELISA results showing IL6 (**D**) and TNFα (**E**) levels in the supernatants of splenic macrophages from HLH-WT and HLH-cKO mice 6 hours after LPS injection. **F** RT‒qPCR analysis of *Il6*, *Tnfα*, and *Il1β* in bone marrow monocytes from WT and Nudt21-cKO mice in the HLH model (6 h, *n* = 4 per group). Percentages of Ly6C^lo^ cells among monocyte-derived macrophages (**G**) and the ratio of Ly6C^hi^ to Ly6C^lo^ monocyte-derived macrophages (**H**) in the peritoneal cavities of WT and Nudt21-cKO mice in the HLH model (2 h, *n* = 4 per group). Histograms showing the gMFI of IL6 (**I**) and TNFα (**J**), along with the quantification (**K**) of bone marrow-derived macrophages (BMDMs) from WT and Nudt21-cKO mice primed with 50 ng/ml IFNγ overnight and 50 ng/ml LPS for 8 hours (*n* = 3 per group). **L** RT‒qPCR analysis of *Il6*, *Tnfα*, and *Il1β* in BMDMs from WT and Nudt21-cKO mice primed with 50 ng/ml IFNγ overnight and 50 ng/ml LPS for 8 hours (*n* = 3 per group). The error bars represent the standard errors of the means (SEMs). P values were determined by unpaired Student’s *t*-test

On the basis of these in vivo findings, we stimulated BMDMs with IFNγ/LPS and assessed cytokine levels and cell viability. Flow cytometry analysis revealed reduced expression levels of IL6 and TNFα in Nudt21-cKO BMDMs (Fig. 3I–K). RT‒qPCR analysis confirmed that the mRNA levels of *Il6*, *Tnfα*, and *Il1β* were lower in Nudt21-cKO BMDMs than in their WT counterparts (Fig. 3L). Additionally, the viability of Nudt21-cKO BMDMs was greater than that of WT BMDMs (Fig. S3J), which is consistent with the in vivo disease model results.

These findings underscore the critical role of Nudt21 in modulating macrophage proinflammatory activation, with Nudt21 deficiency leading to significant reductions in inflammatory responses and enhanced macrophage viability across multiple experimental models.

### Enhanced autophagy in Nudt21-ablated macrophages in response to inflammatory activation

To investigate the molecular mechanism underlying the anti-inflammatory characteristics of Nudt21-deficient macrophages, we conducted high-throughput transcriptome sequencing (RNA-seq) on BMDMs from WT and Nudt21-cKO mice, both with and without IFNγ/LPS stimulation (RNA-seq, >3.0 × 10^8^ reads, 40 G raw data/sample). This analysis identified 2,707 differentially expressed genes, with 88% (2,373 genes) upregulated and 12% (334 genes) downregulated (Fig. 4A, Fig. S5A, B). 

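RNA was sequenced from bone marrow-derived macrophages (BMDMs, macrophages grown in culture from bone marrow cells) of WT mice and of Nudt21-cKO mice, in which Cre recombinase under LysM removes exons 2 and 3 of Nudt21 from myeloid cells. The WT mice were sex-matched littermates with the LysM Cre. Each group had 2 samples and each sample pooled the BMDMs of 2 mice. The groups were WT and cKO without stimulation (0 h), and WT and cKO with IFNγ at 50 ng/ml overnight followed by LPS at 50 ng/ml for 4 h. The authors aligned paired-end reads to the mouse genome GRCm38 with HISAT2, quantified RefSeq genes with StringTie and deposited 1 value per gene symbol and sample, for 21080 symbols. The values have the properties of mean read coverage per base of each gene, and no scaling between samples was found in them. Summed over genes, the coverage was 15552049 and 14950347 in the WT samples and 17360205 and 17954882 in the cKO samples at 4 h, and 15751245 and 15827594 in WT and 16650103 and 17744522 in cKO at 0 h. Multiplied by transcript length, these values amount to 35.5 and 35.4 gigabases in WT and 42.1 and 42.9 gigabases in cKO at 4 h, and to 38.4 and 40.2 gigabases in WT and 42.0 and 44.7 gigabases in cKO at 0 h. The paper gives the depth as reads and raw data per sample, and the values used here follow the summed coverage. Nudt21 lies on chromosome 8 of GRCm38, from 94015496 to 94037031 on the minus strand. Its coverage at 4 h was 129 ± 19.2 (SD, n = 2 samples) in cKO and 561 ± 20.1 (SD, n = 2) in WT. At 0 h it was 165 ± 9.87 (SD, n = 2) in cKO and 679 ± 54.4 (SD, n = 2) in WT. Genotypes were compared at each time with limma on log2(coverage + 0.1), over genes with a mean coverage of at least 0.5. The log2 fold change of Nudt21 was -2.13 at 4 h (standard error 0.16, adjusted p = 0.0445 from limma with Benjamini-Hochberg adjustment) and -2.04 at 0 h (standard error 0.13, adjusted p = 0.0462 from the same test). With 2 samples against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.333. A pseudocount understates the change of genes with low coverage, and a gene whose reads are shared with a copy elsewhere has an uncertain value.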

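At 4 h, 14950 genes had a mean coverage of at least 0.5 and were compared between cKO and WT. By the rule of a fold change above 1.5 and an unadjusted p under 0.05 from limma, 3736 genes were called, of which 3112 (83.3%) were higher and 624 (16.7%) lower in cKO. After Benjamini-Hochberg adjustment 577 genes kept a p under 0.05, 498 of them higher and 79 lower. The median log2 fold change of all 14950 genes was 0.31, and 70.7% of the genes had a positive log2 fold change. The ratio of the mean summed coverage of cKO to that of WT was 0.21 on the log2 scale, and that of the summed bases was 0.26. The alternative that moved the split most was quantile normalization of the log2 values, which gave 1530 genes higher and 1476 lower. When each sample was centred on its median log2 value, 1552 genes were higher and 1480 lower in cKO, 51.2% and 48.8% of the calls. All 1552 of those higher genes were also among the 3112 called higher on the deposited scale, and 624 of the 1480 lower genes were called lower on it.

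**Figure D1:**
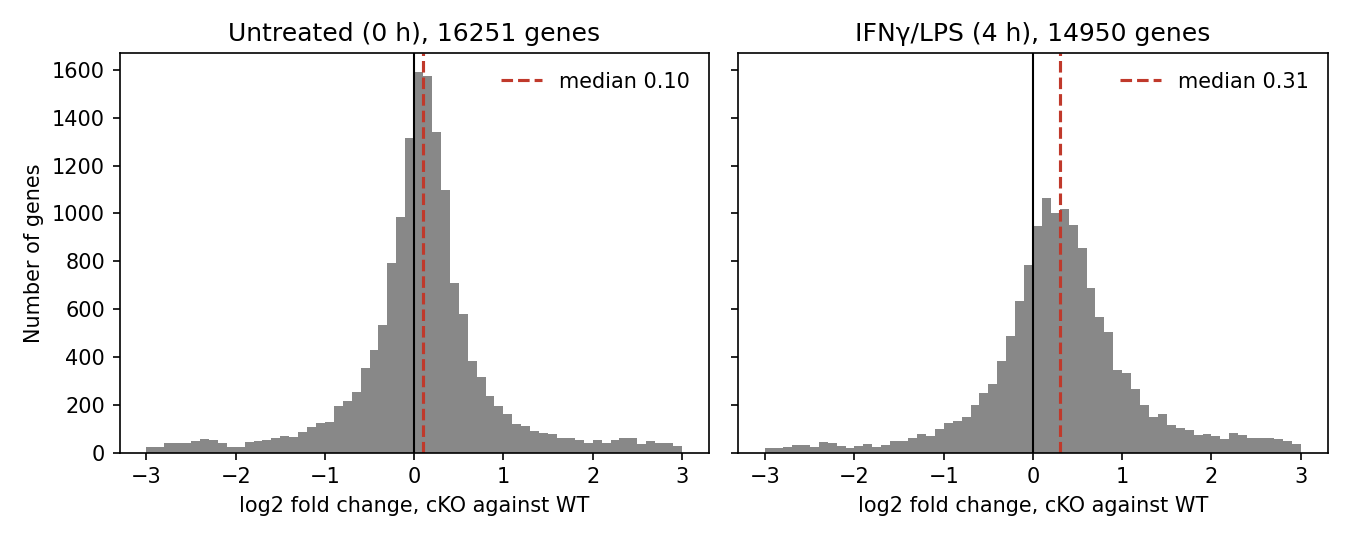
Number of genes (vertical axis) by log2 fold change of cKO against WT (horizontal axis, drawn from -3 to 3) at 0 h and at 4 h; the dashed line is the median of all genes tested and the solid line is 0. The median sits at 0.10 at 0 h and at 0.31 at 4 h.

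**Figure D2:**
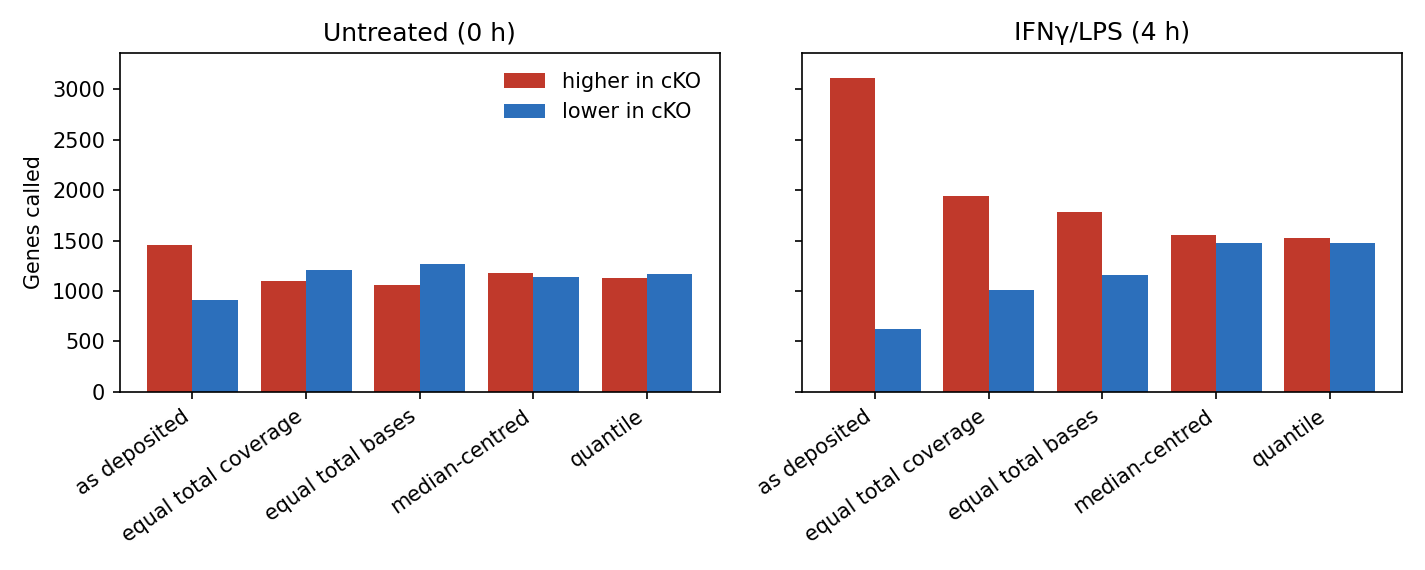
Number of genes called higher (red) and lower (blue) in cKO at 0 h and at 4 h under each scaling of the samples named on the horizontal axis. At 4 h the deposited values give 3112 higher and 624 lower genes and median-centred values 1552 and 1480.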

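A list of 53 genes of the core autophagy machinery, written before the data were examined, was followed through the same comparison, and all 53 genes had enough coverage to be tested. At 4 h their median log2 fold change of cKO against WT was 0.49, against 0.30 for the median of 10000 random lists of the same size matched on mean coverage, which places the list at the 99.2 percentile. Of the 53 genes, 19 were called higher in cKO and 0 lower. With Benjamini-Hochberg adjustment of the limma p-values over all genes 2 of the list stayed under 0.05, and with adjustment over the list alone 21 did. A positive log2 fold change was found for 50 of the 53 genes, and 35 lay above the median of all genes. At 0 h the median of the list was 0.13 and its percentile 65.2, with 6 genes called higher and 0 lower. With median-centring, quantile normalization, equal total coverage and equal total bases, 13, 13, 14 and 13 genes of the list were called higher at 4 h, and 2, 2, 1 and 1 at 0 h. With unlogged values at equal total bases, 11 were called higher at 4 h and 1 at 0 h. Relative to the median of all genes, the median of the list was 0.18 at 4 h. With each sample left out in turn at 4 h the percentile ranged from 94.5 to 99.7.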

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses revealed that autophagy-related pathways were the most enriched (Fig. 4B, Fig. S5C, D). Compared with those from WT mice, BMMs from HLH Nudt21-cKO mice presented increased expression of key autophagy regulators, such as *Map1lc3b*, *Ulk2*, *Wipi2*, and *Atg12* (Fig. 4D). To explore whether Nudt21 regulates autophagy-related gene expression at the posttranscriptional level, we conducted RT‒qPCR analyses in WT and cKO BMDMs with or without the transcriptional inhibitors actinomycin D (ActD) and α-amanitin. Actinomycin D broadly inhibits transcription by preventing RNA polymerase movement [36, 37], whereas α-amanitin specifically targets RNA polymerase II, inhibiting mRNA synthesis [38]. Notably, even in the presence of these inhibitors, the mRNA levels of Map1lc3b, Ulk2, Wipi2, and Atg12 remained elevated in the cKO group (Fig. 4E). These results strongly suggest that Nudt21 plays a critical role in modulating the expression of these autophagy-related genes via posttranscriptional mechanisms.

**Fig. 4:**
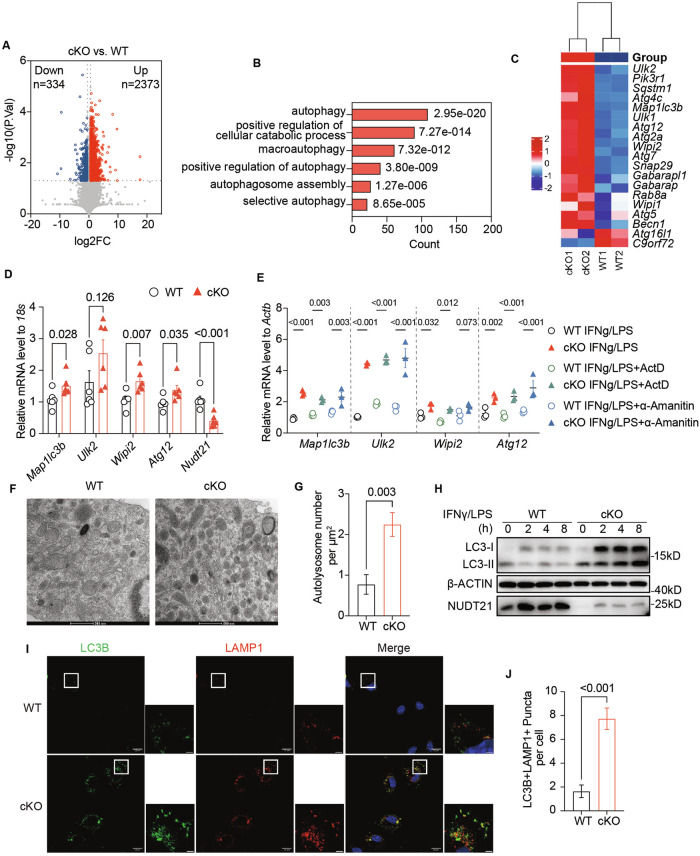
Enhanced Autophagy in Nudt21-Ablated Macrophages Following Inflammatory Activation. **A** Volcano plot showing DEGs in Nudt21-cKO BMDMs compared with WT BMDMs after treatment with IFNγ (50 ng/ml) overnight, followed by LPS (50 ng/ml) stimulation for 4 hours. Genes with a fold change greater than 1.5 and P < 0.05 are highlighted; upregulated genes are shown in red, and downregulated genes are shown in blue. **B** Gene Ontology (GO) enrichment analysis of transcripts upregulated in Nudt21-cKO BMDMs relative to WT controls after treatment with IFNγ (50 ng/ml) overnight and LPS (50 ng/ml) for 4 hours. **C** Heatmap displaying the expression profiles of genes associated with autophagy pathways in WT and Nudt21-cKO BMDMs following treatment with IFNγ (50 ng/ml) overnight and LPS (50 ng/ml) for 4 hours. **D** RT‒qPCR analysis of autophagy-related gene expression in bone marrow monocytes from WT and Nudt21-cKO mice in the HLH model (6 h, n = 6 per group). **E** RT‒qPCR analysis of the mRNA levels of autophagy-related genes in BMDMs from WT and Nudt21-cKO mice following treatment with IFNγ (50 ng/mL) overnight and LPS (50 ng/mL) for 4 hours, with or without 5 μM actinomycin D (ActD) or 5 μg/mL α-amanitin. Representative transmission electron microscopy (TEM) images (**F**) and quantification of autolysosomes (**G**) in BMDMs primed with 50 ng/ml IFNγ overnight and 50 ng/ml LPS for 4 hours. Scale bar: 500 nm. Images represent macrophages pooled from 2–3 mice per genotype and condition, with at least 6 images analyzed per genotype. **H** Immunoblot analysis showing the LC3 protein levels in WT and Nudt21-cKO BMDMs following overnight stimulation with IFNγ (50 ng/mL) and LPS (50 ng/mL) for the indicated durations. **I** Fluorescence microscopy images of LC3B and LAMP1 staining, along with DAPI counterstaining, in WT and Nudt21-cKO BMDMs primed with 50 ng/ml IFNγ overnight and 50 ng/ml LPS for 2 hours. Scale bar in the zoomed image: 2 µm. Captions represent at least two independent experiments. **J** Quantification of colocalized puncta of LC3 and LAMP1 across 50 cells per group. The error bars represent the standard errors of the means (SEMs). *P* values were determined by unpaired Student’s *t*-test

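Of the 19 genes in Fig. 4C, 17 had a positive and 2 a negative log2 fold change of cKO against WT at 4 h, and 11 were called higher in cKO and 0 lower. The paper shows these genes in the same 4 h samples and does not say how they were chosen. The counts at 4 h are therefore no independent support. At 0 h, 17 of the 19 were positive, with a median of 0.32, and 3 were called higher and 0 lower. The log2 fold changes at 0 h were 0.82 for Atg12, 0.59 for Wipi2, 0.56 for Ulk2 and 0.08 for Map1lc3b. The values that follow are those at 4 h. Map1lc3b, on chromosome 8 from 121590361 to 121598760, had a coverage of 1153 ± 27.2 (SD, n = 2 samples) in cKO and 492 ± 13.5 (SD, n = 2) in WT. Its log2 fold change was 1.23 (standard error 0.10, adjusted p = 0.0466 from limma with Benjamini-Hochberg adjustment). Ulk2, on chromosome 11 from 61775649 to 61855073, had a coverage of 312 ± 6.82 (SD, n = 2) in cKO and 103 ± 22.0 (SD, n = 2) in WT, and its log2 fold change was 1.61 (standard error 0.20). The adjusted p of Ulk2 from limma was 0.0576. Wipi2 on chromosome 5 rose by a log2 fold change of 1.00 (standard error 0.13) and Atg12 on chromosome 18 by 1.10 (standard error 0.17), with limma adjusted p-values of 0.0583 and 0.0673. For these 4 genes both cKO samples lay above both WT samples. Relative to the median shift of all genes the log2 fold changes were 0.92 for Map1lc3b, 1.30 for Ulk2, 0.70 for Wipi2 and 0.79 for Atg12. Atg5, Becn1, Rab8a and Wipi1 had positive log2 fold changes of 0.20, 0.17, 0.21 and 0.21, all below that median shift, so their signs turn negative where a scaling of the samples removes all or most of it. Atg16l1 had a log2 fold change of -0.09 (adjusted p = 0.595 from limma) and C9orf72 one of -0.39 (adjusted p = 0.115 from limma). The paper states that autophagy-related pathways were the most enriched, and separately reports Map1lc3b, Ulk2, Wipi2 and Atg12 as raised in bone marrow monocytes of the HLH model by RT-qPCR (Fig. 4D).

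**Figure D3:**
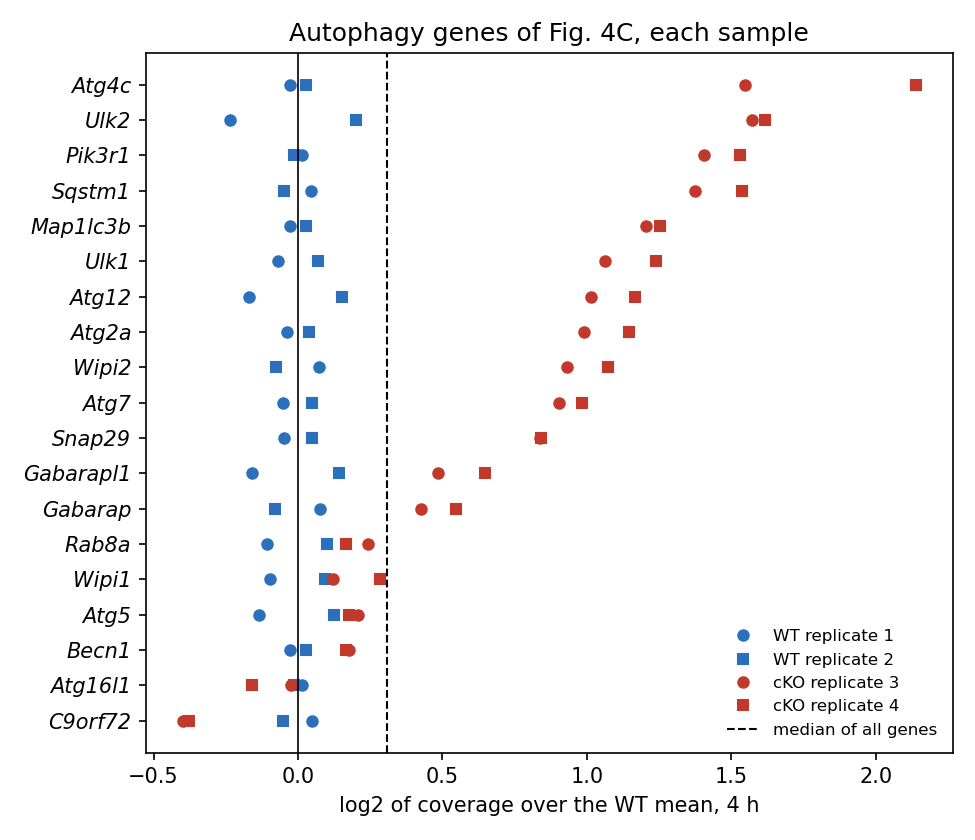
Log2 of each sample's coverage over the WT mean at 4 h (horizontal axis) for the 19 genes of Fig. 4C, with WT samples in blue and cKO samples in red, and the median log2 fold change of all genes, 0.31, as a dashed line. Both cKO samples of Map1lc3b, Ulk2, Wipi2 and Atg12 lie to the right of their WT samples.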

Autophagy plays a crucial role in cellular homeostasis by orchestrating the degradation and recycling of cellular components [39, 40]. Dysfunctional autophagy in macrophages can disrupt the regulation of inflammatory cytokine production, exacerbating inflammatory diseases such as sepsis, inflammatory bowel disease, and atherosclerosis [41–43]. In our study, we assessed autophagic activity in Nudt21-cKO BMDMs upon IFNγ/LPS activation via a monodansylcadaverine (MDC) assay, which revealed an increase in the number of autophagic vacuoles (Fig. S5E). Transmission electron microscopy (TEM) analysis confirmed a significant increase in the number of autolysosomes in Nudt21-cKO BMDMs compared with WT controls (Fig. 4F, G). Additionally, immunoblotting revealed an elevated LC3II/LC3-I ratio in Nudt21-cKO BMDMs (Fig. 4H), indicating enhanced conversion of cellular LC3-I to the lipidated LC3-II form. Immunofluorescence staining further revealed pronounced colocalization of LC3 puncta with lysosomes in Nudt21-cKO BMDMs, unlike in the WT group (Fig. 4I, J).

These findings collectively indicate significantly enhanced autophagic activity in Nudt21-deficient macrophages, highlighting the vital role of Nudt21 in regulating autophagy during macrophage activation.

### Nudt21 modulates PolyA site selection and represses the mRNA stability of key autophagy genes

Nudt21 specifically recognizes UGUA motifs to facilitate the use of distal polyadenylation sites, and its absence leads to 3’ UTR shortening in mRNAs [21, 44, 45]. To investigate the effect of Nudt21 deletion on the 3’UTR length of mRNAs in activated macrophages, we utilized the DAPARS algorithm [46] to analyze deep RNA sequencing data from WT and Nudt21-cKO BMDMs. This analysis revealed that approximately 1,800 genes underwent Percent Distal PolyA Site Usage Index (PDUI) changes, 90% of which exhibited significant 3’UTR shortening (Fig. 5A). This finding underscores Nudt21’s conserved role in promoting 3’UTR lengthening across various cell types.

**Fig. 5:**
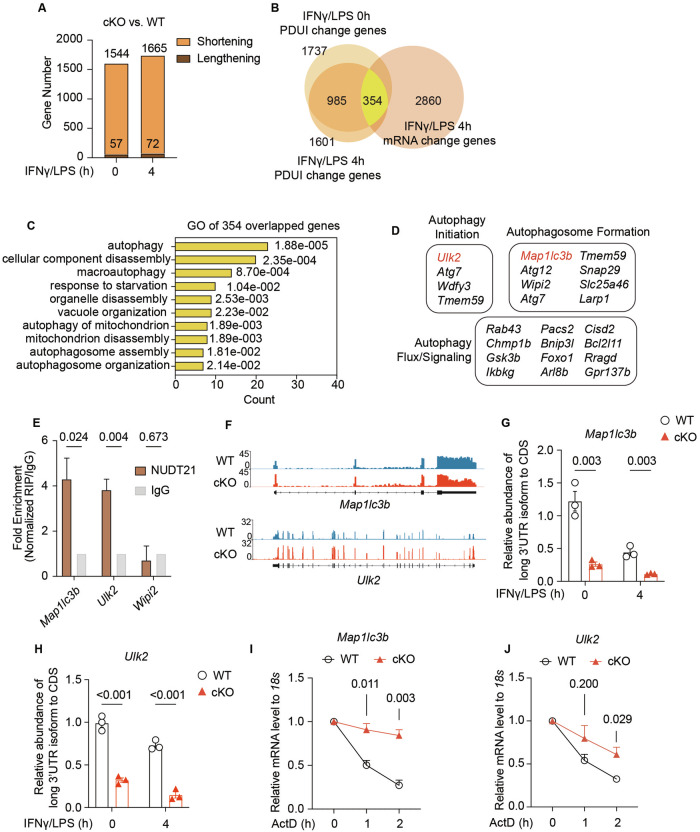
Nudt21 Directs PolyA Site Selection and Represses the mRNA Stability of Autophagy-Related Genes. **A** Histogram summarizing the number of genes associated with changes in the percent distal polyA site usage index (PDUI) in WT and Nudt21-cKO BMDMs primed with 50 ng/ml IFNγ overnight and 50 ng/ml LPS for the indicated durations. **B** Venn diagram showing the overlap of genes with changes in both 3’UTR length and mRNA expression levels in Nudt21-cKO BMDMs primed with 50 ng/ml IFNγ overnight and 50 ng/ml LPS for 4 hours. **C** Histogram of Gene Ontology (GO) enrichment analysis identifying autophagy-related pathways among the 354 genes with changes in PDUI and mRNA levels in Nudt21-cKO BMDMs compared with WT controls. **D** List of autophagy-related genes from the overlapping set shown in **B**. **E** RNA immunoprecipitation (RIP)-qPCR analysis showing the binding of Nudt21 to the mRNAs of Map1lc3b and Ulk2 in WT BMDMs primed with 50 ng/ml IFNγ overnight and 50 ng/ml LPS for 4 hours. **F** RNA-seq reads across the *Map1lc3b* and *Ulk2* loci in WT (blue) and Nudt21-cKO (red) BMDMs primed with 50 ng/ml IFNγ overnight and 50 ng/ml LPS for 4 hours. **G**, **H** RT‒qPCR analysis of distal polyA site usage in the 3’UTRs of *Map1lc3b* (G) and *Ulk2* (H) in WT and Nudt21-cKO BMDMs primed with 50 ng/ml IFNγ overnight and 50 ng/ml LPS for the indicated durations. **I**, **J** RT‒qPCR analysis of *Map1lc3b* (**J**) and *Ulk2* (**K**) mRNA decay in WT and Nudt21-cKO BMDMs at multiple time points (1 hour and 2 hours) after 5 μM actinomycin D (ActD) treatment (*n* = 3 per group). The error bars represent the standard errors of the means (SEMs). *P* values were determined by unpaired Student’s *t*-test

Given that Nudt21 loss might affect gene expression through mRNA 3′-UTR shortening [20], we further explored its impact on gene expression in activated macrophages. We identified 354 genes in Nudt21-cKO BMDMs whose PDUI and mRNA expression levels were altered by overlapping PUDI shortening and mRNA changes (Fig. 5B). 

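The mRNA side of this overlap was computed from the gene coverage at 4 h, and PDUI values were not analysed here. All 22 genes listed in Fig. 5D were tested, of which 21 were called higher in cKO and 1, Chmp1b, was called lower. Their median log2 fold change was 1.03, and the lowest was -0.62 for Chmp1b and the highest 3.96 for Rragd. Rragd, on chromosome 4 from 32983037 to 33022180, had a coverage of 149 ± 22.2 (SD, n = 2 samples) in cKO and 9.77 ± 3.65 (SD, n = 2) in WT. With adjustment of the limma p-values over all genes 5 of the 22 genes stayed under 0.05, and with adjustment over the list alone 22 did. Since the list is drawn from the paper's own calls on these samples, this count shows no independent stability. At 0 h, 10 of the 22 genes were called higher and 1 lower.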

GO analysis revealed that autophagy-related pathways were predominantly affected (Fig. 5C, Fig. S5F, G).

In terms of autophagy-related genes (Fig. 5D), RNA immunoprecipitation of IFNγ/LPS-treated WT BMDMs with an Nudt21 antibody confirmed the direct binding of Nudt21 to the mRNAs of Map1lc3b and Ulk2 but not Wipi2 (Fig. 5E). *Map1lc3b* (LC3B) and *Ulk2* are essential for autophagosome formation and initiation, with LC3B involved in the expansion and closure of the autophagosome membrane and Ulk2 acting as an upstream initiator of autophagy by phosphorylating various downstream targets [47]. 

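Map1lc3b and Ulk2 were located on the GRCm38 annotation. The transcript of Map1lc3b that the paper names is 2532 bases long with 4 exons on the plus strand of chromosome 8, and its annotated 3'UTR covers 1990 bases of exon 4, from 121596771 to 121598760. It holds 10 UGUA motifs, the sequence that Nudt21 recognizes. The distal PAS primers of Table S2, CAGAAGAGCAGTGTCAGGGG and GCTGAGTGGGAGCCCTTTTA, lie at bases 301 to 320 and 351 to 370 of this 3'UTR, and the UGUA motif nearest to the stop codon lies at base 451. The transcript of Ulk2 is 5743 bases long with 27 exons on the minus strand of chromosome 11, and its 3'UTR covers 2132 bases of exon 27, from 61775649 to 61777780, with 20 UGUA motifs. The distal PAS primers for Ulk2, AGCCAGATGCTTCCTTAGAGA and GTTTTGAATCCTGGAGCAGGG, lie at bases 1607 to 1627 and 1661 to 1681. The deposited values average coverage over each gene, so the parts before and after a proximal PAS are not resolved in them. Per sample at 4 h, the coverage of Map1lc3b was 1134 and 1173 in cKO and 482 and 501 in WT, and that of Ulk2 was 307 and 317 in cKO and 87.7 and 119 in WT.

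**Figure D4:**
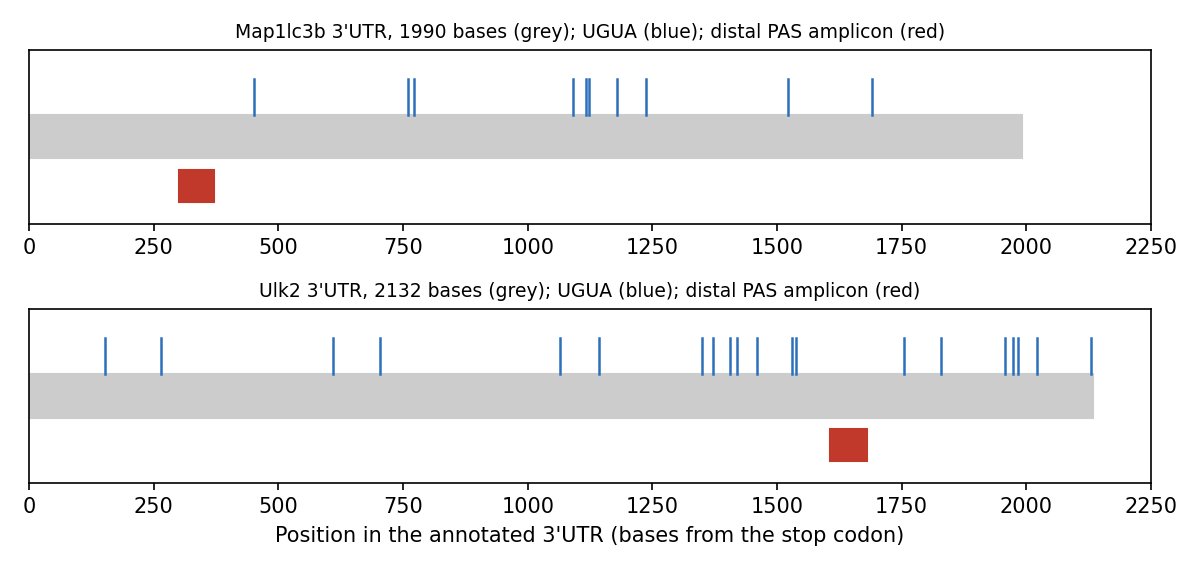
Annotated 3'UTRs of Map1lc3b and Ulk2 (grey) in bases from the stop codon (horizontal axis), with UGUA motifs in blue and the region between the distal PAS primers in red. The red region spans bases 301 to 370 in Map1lc3b and 1607 to 1681 in Ulk2.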

Significant 3’UTR shortening in *Map1lc3b* and *Ulk2* was observed in Nudt21-cKO BMDMs (Fig. 5F), as validated by RT‒qPCR via primers targeting both proximal and distal PAS (Fig. 5G, H). 3’ UTRs contain destabilizing elements, such as AU-rich elements (AREs), GU-rich elements (GREs), and PUF protein-binding sites, which regulate mRNA stability through interactions with RNA-binding proteins (RBPs) and miRNAs [16, 20, 48]. The inclusion or exclusion of these elements due to 3’ UTR-APA can substantially affect transcript stability. To investigate whether 3’ UTR shortening influences mRNA stability, we measured the decay rates of the *Map1lc3b* (NM_026160) and *Ulk2* (NM_013881) mRNAs at different time points following actinomycin D treatment. RT‒qPCR analysis revealed delayed mRNA decay in Nudt21-cKO BMDMs compared with WT BMDMs, whereas Wipi2 mRNA decay rates remained unaffected (Fig. 5I, J, Fig. S5H).

Together, these results demonstrate that Nudt21 represses the mRNA stability of the critical autophagy regulators *Map1lc3b* and *Ulk2* by directing the selection of their 3’UTR polyA sites, contributing to the regulation of autophagy and inflammatory responses in macrophages.

### Nudt21 impedes autophagy’s role in reducing inflammatory cytokine production

Recent research highlights macrophage autophagy as a pivotal anti-inflammatory mechanism across various inflammatory diseases [40, 42, 43, 49]. Given these findings, we hypothesized that the absence of Nudt21 might enhance autophagic flux in macrophages, thereby reducing inflammatory responses. To test this hypothesis, we treated BMDMs with the lysosomal inhibitor bafilomycin A1 (BafA1) during IFNγ/LPS stimulation. The flow cytometry results revealed that BafA1 attenuated the differences in the IL6 and TNFα protein levels between the wild-type and Nudt21-cKO BMDMs (Fig. 6A, B). This result was corroborated by ELISA, which revealed similar cytokine levels in both groups upon BafA1 treatment (Fig. 6C, D). RT‒qPCR analysis revealed that the differences in *Il6* and *Tnfα* mRNA levels between the two groups were significantly reduced after BafA1 treatment (Fig. 6E, F).

**Fig. 6:**
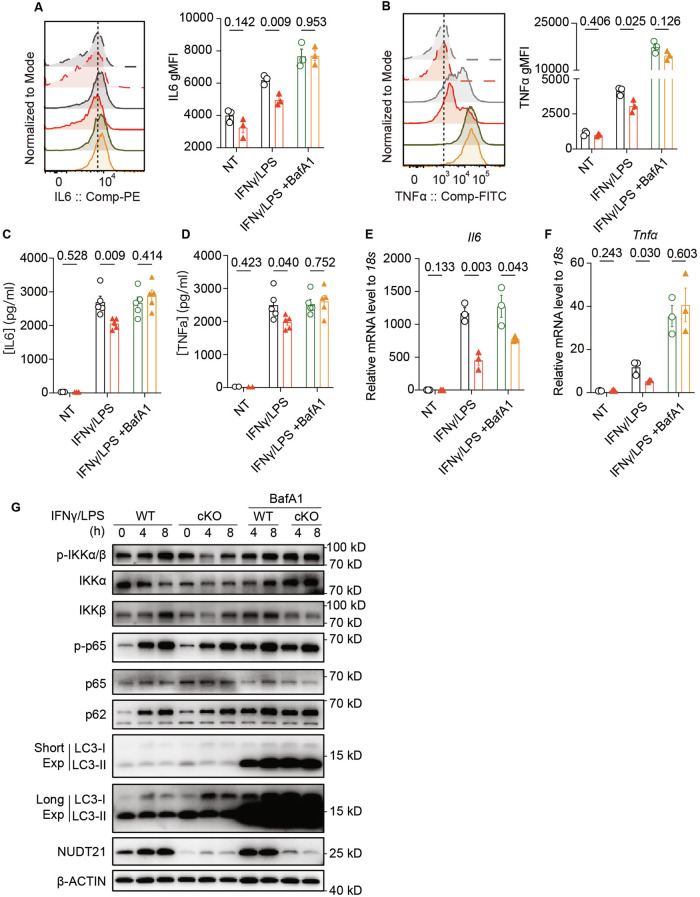
Nudt21 Impedes Autophagy’s Role in Reducing Inflammatory Cytokine Production. **A**, **B** Histograms displaying cytokine levels in BMDMs from WT and Nudt21-cKO mice primed with 50 ng/ml IFNγ overnight and 50 ng/ml LPS for 8 hours (*n* = 3 per group): (**A**) IL6 gMFI. (**B**) TNFα gMFI. ELISA results showing the IL6 (**C**) and TNFα (**D**) levels in the supernatants of the cultures primed with 50 ng/ml IFNγ overnight and 50 ng/ml LPS for 12 hours, with or without 100 nM BafA1. (*n* = 5 per group). RT‒qPCR analysis of cytokine mRNA levels in BMDMs primed with 50 ng/ml IFNγ overnight and 50 ng/ml LPS for 8 hours: (**E**) IL6 mRNA levels (n = 3 per group). (**F**) TNFα mRNA levels (*n* = 3 per group). **G** Immunoblot analysis of phosphorylated IKKα/β, total IKKα, total IKKβ, phosphorylated NF-κB p65 (p-p65), total p65, p62, LC3, and NUDT21 levels in WT and Nudt21-cKO BMDMs primed with 50 ng/ml IFNγ overnight and 50 ng/ml LPS, with or without 100 nM BafA1, for the indicated durations. β-ACTIN was used as the loading control. The error bars represent the standard errors of the means (SEMs). P values were determined by unpaired Student’s *t*-test

Considering the established connection between autophagy and the NF-κB signaling pathway [43, 50–53], we further examined changes in NF-κB activation. Compared with WT BMDMs, Nudt21-cKO BMDMs presented decreased phosphorylation levels of NF-κB. Additionally, the expression level of p62 (Sqstm1), a canonical autophagy adaptor, increased over time in WT BMDMs but decreased in Nudt21-cKO BMDMs. Following BafA1 treatment, there was a significant increase in NF-κB phosphorylation in Nudt21-cKO BMDMs, similar to the changes observed in p62 and LC3B levels (Fig. 6G). Moreover, we detected reduced phosphorylation and total levels of both IKKα and IKKβ in the Nudt21-cKO group, indicating impaired activation of these kinases. Interestingly, when the autophagy pathway was inhibited by BafA1, we observed a marked increase in IKKα levels in the cKO group, whereas IKKβ levels remained unchanged (Fig. 6G). These results suggest that Nudt21 deficiency may enhance the autophagic degradation of IKKα, which in turn could disrupt the IKKα‒NF-κB p65 axis, potentially leading to altered macrophage inflammatory responses.

Taken together, these findings suggest a critical role for Nudt21 in impeding autophagic flux in macrophages and its subsequent augmentation of inflammatory responses. This regulatory mechanism underscores the importance of Nudt21 in controlling inflammatory diseases, highlighting its potential as a therapeutic target for conditions characterized by dysregulated autophagy and inflammation.

## Discussion

Our study elucidates a novel RNA metabolism mechanism in which Nudt21-mediated alterations in 3’UTR length control autophagy activity in monocyte-derived macrophages during inflammation. While previous research has demonstrated the protective role of autophagy genes in macrophages during systemic hyperinflammation [41, 54–57], the specific upstream molecular mechanisms, particularly those involving RNA metabolism, remain poorly understood. Furthermore, despite advances in understanding mRNA APA events in activated macrophages and recent discoveries regarding the role of CPSF6 during viral infections [17–19, 58, 59], substantial gaps exist in our knowledge of APA regulators such as Nudt21 in macrophage-mediated inflammatory diseases.

We discovered that the absence of Nudt21 leads to sustained autophagy activation in macrophages, resulting in diminished inflammatory responses. Specifically, Nudt21 binds directly to the mRNAs of critical autophagy modulators, Map1lc3b and Ulk2, to restrain autophagic flux and augment the inflammatory response in a hyperinflammatory disease mouse model. Mechanistically, Nudt21 deletion results in mRNA 3’UTR shortening and increased mRNA stability of Map1lc3b and Ulk2, increasing autophagic flux, thereby decreasing NF-κB signaling and attenuating inflammatory cytokine secretion upon macrophage activation following IFNγ/LPS stimulation (Fig. S6).

The relatively low neutrophil infiltration observed in the colon of DSS-treated mice (Fig. S2D–F) may be attributed to the specific timing and progression of the inflammatory response at harvest. Early recruitment of neutrophils can occur but may not be sustained, resulting in limited tissue accumulation at later time points. Additionally, regulatory pathways or anti-inflammatory mediators activated as inflammation progresses may further restrict neutrophil migration, modulating the overall inflammatory response.

The influence of 3’UTRs on autophagy-related genes (ATGs) warrants further investigation, particularly to identify potential additional targets regulated by Nudt21 beyond Map1lc3b and Ulk2. Besides, we noted altered mitochondrial fitness (Fig. S5K) and cell viability (Fig. S3H-K) in Nudt21-deficient macrophages, suggesting broader roles for Nudt21 that extend beyond autophagy regulation, potentially impacting mitochondrial function and, consequently, oxidative stress and inflammation.

Given the intricate links between autophagy and inflammatory signaling pathways, more research is necessary to fully understand the extensive effects of Nudt21-mediated alterations in autophagy beyond the NF-κB pathway explored in this study. Furthermore, considering that 3’UTR length can be influenced by various RNA-binding proteins within the APA machinery and other RNA processing events, it is plausible that additional regulators collaborate with Nudt21 to influence autophagy through mechanisms that affect the RNA metabolism of ATGs.

Notably, alternatively spliced isoforms of autophagy components have implications in diseases such as cancer and neurological disorders [60]. Dysregulation of pre-mRNA processing involving key ATG genes is linked to cancer progression [61–64], whereas splice mutations in genes such as PINK1 and PRKN are associated with Alzheimer’s and Parkinson’s diseases [65–68]. These insights underscore the need for further studies to explore the potential contributions of these mutations to immune-mediated inflammatory diseases and to develop therapeutic strategies that leverage our understanding of APA regulators.

Several studies underscore the role of APA in inflammation, with 3′UTR-APA alterations implicated in diseases such as diabetic nephropathy and viral infection-induced inflammation [69, 70]. These findings demonstrate the importance of APA in regulating inflammatory gene expression and highlight the necessity of further exploration across different disease contexts. However, the complexity and cell-type specificity of APA remain significant challenges, as diverse patterns across cell types and disease states complicate generalization. Moreover, APA interacts with other RNA processes, such as splicing and stability, further complicating the identification of direct effects of APA on inflammation. A notable advancement is the development of CPA-perturb-seq [71], which enables precise perturbation of APA events via single-cell RNA sequencing. This approach allows for multiplexed screening and high-resolution analysis of APA-related gene alterations, offering new insights into the role of APA in inflammation and its potential as a therapeutic target.

In conclusion, our findings reveal that Nudt21-mediated alternative polyadenylation significantly modulates macrophage autophagy under hyperinflammatory conditions, highlighting the complex interplay between RNA metabolism and autophagy regulation. Given the role of dysregulated macrophage autophagy in disease pathogenesis, targeting the 3’UTRs of autophagy genes has emerged as a promising therapeutic approach to modulate specific autophagy pathways. This strategy offers the potential for precise anti-inflammatory treatments without compromising overall macrophage functionality, presenting exciting prospects for clinical application.

## Materials and methods

### Mice

*Nudt21-floxed* mice were generated at Cyagen Biosciences, Inc., by inserting two loxP sites into the loci flanking exons 2~3.

LysM^cre^ mice were crossed with *Nudt21*^*flox/flox*^ mice to produce myeloid–conditional Nudt21 knockout mice (*Nudt21*^*fl/fl*^ LysM^Cre^). The sex-matched LysM^Cre^ littermates were considered wild-type (WT) controls. All the mice used in this study were of the C57BL/6 background, maintained in specific pathogen–free facilities and used according to protocols approved by the Animal Care and Use Committees of the Shanghai Jiao Tong University School of Medicine.

PCR genotyping of *Nudt21* tail genomic DNA with primers.

5’- GAAAACTACCAAAACGTCAGGAGA -3’ and 5’- TAGAGTCAACCAATCCAGCTGAC -3’

### Primary cell isolation

The spleen was collected and pressed through a 200-gauge mesh. Spleen cells were prepared by lysing erythrocytes with red blood cell lysis buffer (Thermo Fisher Scientific).

Peritoneal exudate cells were harvested via peritoneal lavage using ice-cold HBSS (Thermo Fisher Scientific) supplemented with 2% fetal bovine serum (FBS, HyClone).

For isolation of colon lymphocytes, the colon was cut and flushed with ice-cold phosphate-buffered saline (PBS) and then cut into 1-cm-long pieces and incubated in extraction buffer (2% FBS, 2 mM EDTA, and 1 mM dithiothreitol in PBS) with shaking (200 rpm) at 37°P for 30 min. After extensive washing to remove intraepithelial lymphocytes, the lamina propria was minced and incubated at 37°C with shaking (200 rpm) for 60 min in digestion buffer (RPMI 1640 with 2% FBS, type II collagenase (1 mg/ml, catalog no. 17101015, Gibco), and dispase (0.5 mg/ml, catalog no. D4693, Sigma)). The supernatant was collected, and the lymphocytes were purified via Percoll (catalog no. 17089109, GE Healthcare) gradient centrifugation.

### Flow cytometry and cell sorting

For flow cytometry, 1 × 10^6^ cells were added to a 96-well V-bottom plate (Thermo Fisher Scientific) and incubated with 2.5 mg/ml blocking anti-CD16/32 antibody (catalog no. 101302, Biolegend) diluted in 1X DPBS supplemented with 2% FBS for 10 min at room temperature. After two washing steps, the cells were then processed for surface staining. For surface staining, the cells were stained for surface markers for 30 min at 4 °C. The cell pellet was resuspended in LIVE/DEAD stain containing PBS with 2% FBS. For intracellular cytokine staining, the cells were restimulated for 3 h at 37 °C with GolgiPlug (1 μl ml^−1^, catalog no. 555029, BD Biosciences). After stimulation, the cells were washed and stained according to the manufacturer’s protocol (catalog no. 554714, BD Biosciences). To stain nuclear factors, the cells were fixed and stained according to the manufacturer’s instructions (catalog no. 00--5523--00; eBioscience). The antibodies used for flow cytometry are listed in the table. S1.

For bone marrow monocyte (BMM) cell sorting, bone marrow cells from WT and Nudt21-cKO mice were stained with the indicated surface markers, and CD45.2 APC-CY7, CD11b BV650, Ly6C FITC, Ly6G PE fluorescence-conjugated antibodies and Zombie Aqua (L/D) (catalog no. 423102, Biolegend), L/D^−^CD45.2^+^CD11b^+^Ly6G^−^Ly6C^+^ cells were gated as the BMM cell population.

Stained cells were either acquired on an LSRFortessa X-20 or LSRFortessa (BD Biosciences) or sorted on a FACSAria III (BD Biosciences) by the Flow Core Facility of Shanghai Institute of Immunology, Shanghai Jiao Tong University School of Medicine. Flow cytometry data were analyzed via FlowJo software (v.10.0 or higher, FlowJo LLC).

### DSS-induced colitis model

WT and Nudt21-cKO mice were treated with 3% DSS [26–28] (catalog no. 60316ES76, Yeasen) in the drinking water for 5 days, followed by access to regular drinking water for 2 days. Body weight was measured daily, and the mice were euthanized on day 8. Colon length was measured. Colones were fixed with 4% paraformaldehyde for histology or used for the isolation of colonic immune cells as described above. Mice of the same sex were age-matched for each experiment and were aged between 10 and 12 weeks.

### PolyI:C- and LPS-induced murine HLH

Hemophagocytic lymphohistiocytosis (HLH) was induced by sequential challenge with polyI:C and LPS as previously described (Wang et al., [29]). The mice were injected intraperitoneally with high-molecular-weight polyI:C (catalog no. tlrl-pic, InvivoGen) at 10 mg/kg body weight reconstituted in PBS. Twenty-four hours after polyI:C injection, the mice were injected intraperitoneally with LPS (catalog no. l2880, Sigma) at 5 mg/kg body weight reconstituted in PBS. To induce systemic macrophage depletion, 200 μL of clodronate liposomes (catalog no. 40337ES08, Yeasen) were injected into the venous sinuses of the mice. The mice in the control group received an equivalent volume of control liposomes (PBS) (catalog no. 40338ES08, Yeasen). Mice of the same sex were age-matched for each experiment and aged 8--10 weeks old.

### Histological analysis

Tissues from the proximal colon were dissected and fixed with 4% paraformaldehyde. The tissues were then embedded in paraffin, sectioned at 5 µm, and stained with H&E. The sections were then blindly analyzed via light microscopy (Olympus) and scored according to a scoring system referred to in the Histopathological Atlas of New Drug Toxicological Laboratory Animals.

### Bone marrow-derived macrophages (BMDMs)

Bone marrow-derived macrophages were prepared from bone marrow cells harvested from hind leg femurs. The cells were cultured in 10-cm nontreated dishes for 5‒6 days (37°C, 10% CO_2_) in 15 mL of RPMI 1640 medium (Gibco) supplemented with 10% fetal bovine serum (FBS, HyClone), 50 U/mL penicillin and 50 mg/mL streptomycin and supplemented with 100 ng/ml M-CSF (catalog. 576408, Biolegend). An additional 10 mL of culture medium was added on day 2. Differentiated BMDMs were harvested and replated in sterile 24-well nontreated tissue culture plates at 5×105 cells/well in a final volume of 500 µL of 1640/FBS supplemented with 100 ng/ml M-CSF for 12 hours. For proinflammatory activation, plated BMDMs were primed with IFNγ (50 ng/mL, catalog no. 315-05-1 mg, PeproTech), followed by LPS (50 ng/mL, catalog no. l2880, Sigma).

### RNA-seq

Total RNA was extracted from the BMDMs of WT and Nudt21-cKO mice, either with or without IFNγ (50 ng/ml) treatment overnight, followed by LPS (50 ng/ml) stimulation for 4 hours via TRIZOL (catalog no. 15596026; Invitrogen). For each sample, BMDMs from two mice were pooled, and two samples from WT and two from cKO mice were prepared for RNA sequencing. RNA purification, reverse transcription, library construction, and sequencing were performed by Novogene Co., Ltd. Paired-end RNA-Seq was performed to yield more than 250 million reads per sample, which allowed us to obtain not only transcript expression but also alternative PAS usage. Briefly, RNA purity was checked via a NanoPhotometer® spectrophotometer (IMPLEN, CA, USA), and RNA integrity was evaluated via the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). The sequencing libraries were generated via the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA, Catalog #: E7530L) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. The qualified libraries were pooled and sequenced on Illumina platforms via the PE150 strategy at Novogene Bioinformatics Technology Co., Ltd. (Beijing, China).

The clean reads were aligned to the mouse genome (mm10, GRCm38) via HISAT2 2.2.1 (Kim *et al*., 2015), and RefSeq gene expression was quantified via Stringtie 2.1.7 (Pertea et al., 2015). Significant genes were defined by an absolute fold change > 1.5 and a *p*-value < 0.05.

### Analysis of APA from RNA-seq

The well-established algorithm DaPars [46] (https://github.com/ZhengXia/DaPars) was used to calculate the percentage of distal PAS usage index (PDUI) for each gene (Xia et al., [46]). APA events with *p* values < 0.05 and PDUI changes > 0.1 were considered statistically significant for the comparison between WT and Nudt21-cKO BMDMs.

### RT‒qPCR

For quantitative real-time PCR, total cellular RNA or RNA in the polysome fraction was extracted via TRIZOL (catalog no. 15596026; Invitrogen). mRNA was reverse transcribed into cDNA via HiScript III RT SuperMix for qPCR (+gDNA wiper) (catalog no. R323-01, Vazyme). Fluorescence real-time PCR was performed with the ChamQ Universal SYBR qPCR Master Mix (catalog no. q711-03, Vazyme) with the CFX384 Touch Real-Time PCR Detection System (Bio-Rad, USA). The primers used are listed in Table S1.

### Distal polyadenylation site usage assay

RT‒qPCR was performed to investigate distal polyadenylation site (dPAS) usage in selected genes. The common primer was designed to target the open reading frame and was used for detecting the total transcript level. The distal primer was designed to target sequences just before the dPASs and detect long transcripts. The relative dPAS usage was represented by the ratio of long transcripts to total transcripts. The primers used are listed in Table S2.

### RNA immunoprecipitation (RIP) assay

The RIP assay was performed as described previously [72]. BMDMs isolated from WT mice were lysed in RIP lysis buffer (150 mM NaCl, 10 mM Tris, 0.1% NP-40, pH 7.4, supplemented with RNase inhibitor) for 3 h at 4 °C. Then, 100 µl of whole-cell extract was incubated with Dynabeads™ Protein G (catalog no. 1004D; Thermo Fisher Scientific) conjugated with anti-Nudt21 (1:100 dilution; catalog no. 10322-1-AP; Proteintech) or IgG (1:100 dilution; catalog no. 2729S; Cell Signaling Technology) at 4 °C for 6 h. Thereafter, the beads were incubated with proteinase K with shaking to remove protein. The coprecipitated RNAs were extracted via an RNeasy micro kit (catalog no. 74004, QIAGEN) and subjected to RT–qPCR as described above.

### RNA degradation assay

BMDMs were seeded on 12-well plates with 0.5 million cells per well. Actinomycin D (catalog no. HY-17559, MCE) was added at a final concentration of 5 μM. The cells were collected (after 0, 1, and 2 hours), and total RNA was extracted for real-time qPCR. The data were normalized to the *t* = 0 time point.

### Immunoblots

For western blot analysis, the cells were lysed in RIPA buffer (catalog no. P0013B, Beyotime) containing a protease and phosphatase inhibitor cocktail that was free of EDTA (catalog no. 78443, Thermo Fisher Scientific) for 30 min on ice, followed by pelleting insoluble material via centrifugation. The protein concentration was determined via a BCA assay.

### Immunofluorescence microscopy

The cells were fixed with 4% formaldehyde for 10 min at 37 °C, permeabilized with 0.25% Triton X-100 in PBS for 10 min and incubated for 1 h in PBS containing 5% BSA (blocking buffer) at room temperature. They were then incubated with primary antibodies against LC3B (1:250, catalog no. L7543, Sigma) diluted in blocking buffer overnight at 4 °C and then for 1 h with Alexa Fluor–conjugated secondary Abs (1:1000, catalog no. 4412, Cell Signaling Technology) and Lamp1-Cy3 (1:500, catalog no. ab67283, Abcam) in blocking buffer. DAPI Fluoromount-G™ (catalog no. 36308ES11, Yeasen) was used as the mounting medium. Images were acquired with an FV3000 confocal microscope (Olympus) and processed with Fiji (National Institutes of Health).

### TEM analysis

For morphological observation of autophagic vacuoles, BMDMs from WT and Nudt21-cKO mice were resuspended in 2.5% glutaraldehyde fixed solution overnight at 4 °C; images were captured via an Olympus EM208S transmission electron microscope (TEM) (Hitachi), Core Facility of the College of Basic Medical Sciences, Shanghai Jiao Tong University School of Medicine. TEM was adopted for morphology and elemental analysis on a JEOL JEM-2011 transmission electron microscope with an energy-dispersive X-ray spectroscopy detector operated at an accelerating voltage of 200 kV. Images were acquired via a Hitachi S4800 scanning electron microscope with a working voltage of 3 kV.

### Cytokine analysis

The plasma concentrations of IL-1β were measured via an IL-1β ELISA (catalog no. EK201B; Multi Sciences) according to the manufacturer’s instructions. IL6 and TNFα levels were measured via IL6 ELISA (catalog no. EK206, Multi Sciences) and TNFα ELISA (catalog no. EK282, Multi Sciences) according to the manufacturer’s instructions.

### Statistical analysis

Each data point from the graphs of the BMDM or mouse experiments represents an independent biological replicate (i.e., a different mouse). All in vivo experiments were conducted with at least two independent cohorts. All the data are presented as the means ± SEMs. Comparisons between groups were analyzed by the unpaired two-tailed Student’s t test or one-way analysis of variance (ANOVA). Survival curves were compared via the log-rank test. All graphical data were prepared and analyzed via GraphPad PRISM (version 10.1.1).

## Supplementary information

Source Imagaes of westernblots

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary information

## Data Availability

All the data needed to evaluate the conclusions in this article are presented in the paper or the supplementary materials (or both). The bulk RNA-seq data generated in this study are available at the Gene Expression Omnibus (accession no. GSE267291). The Nutd21 flox mouse strain can be provided by H.-B.L. pending scientific review and a completed material transfer agreement. Requests for those mouse lines should be submitted to H.-B.L.

# Supplementary material for: Alternative mRNA polyadenylation regulates macrophage hyperactivation via the autophagy pathway
**Source:** Cell Mol Immunol. 2024 Nov 13;21(12):1522–34. doi: 10.1038/s41423-024-01237-8

Source Fig. 4H

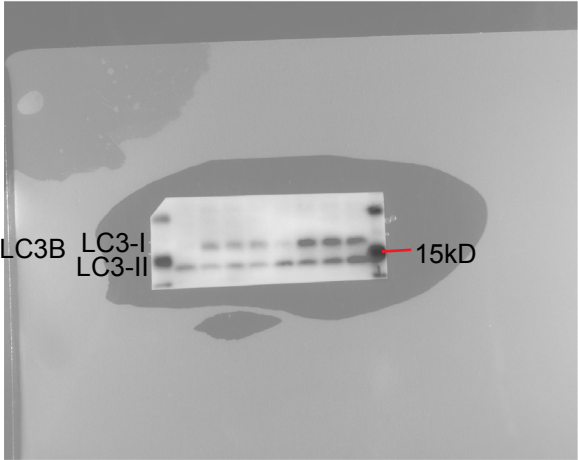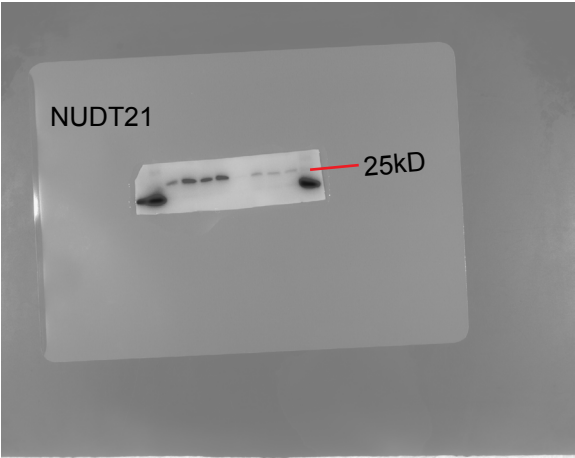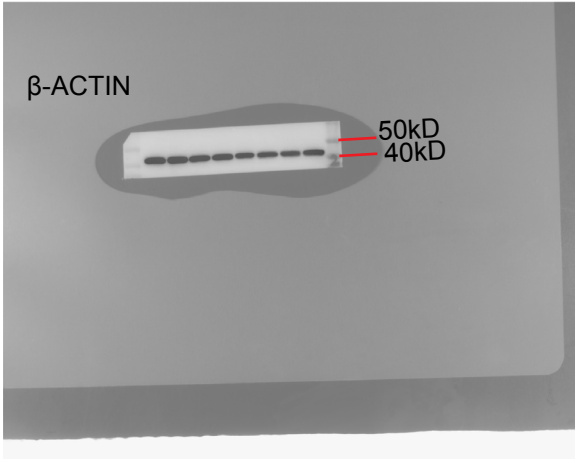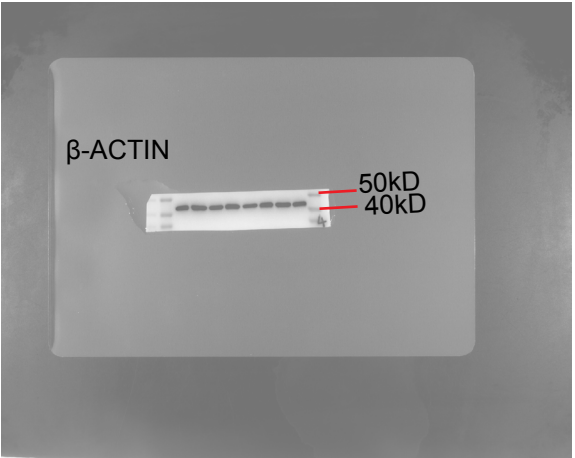

Source Fig. 6G

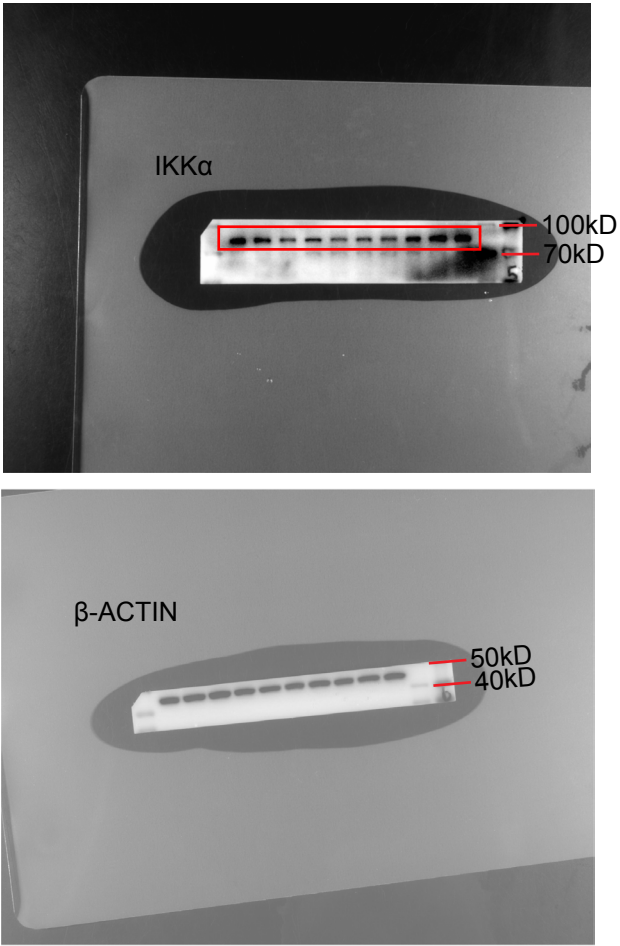

Source Fig. 6G

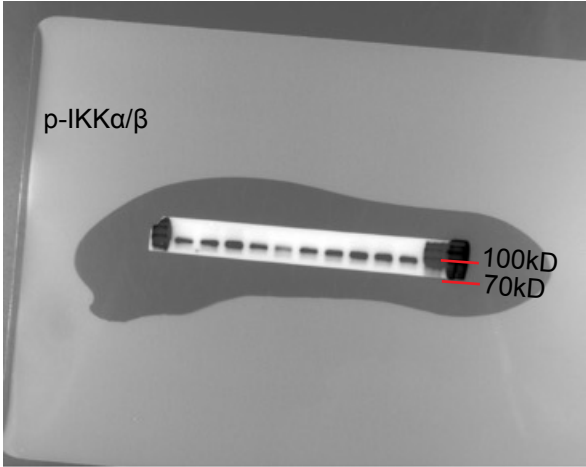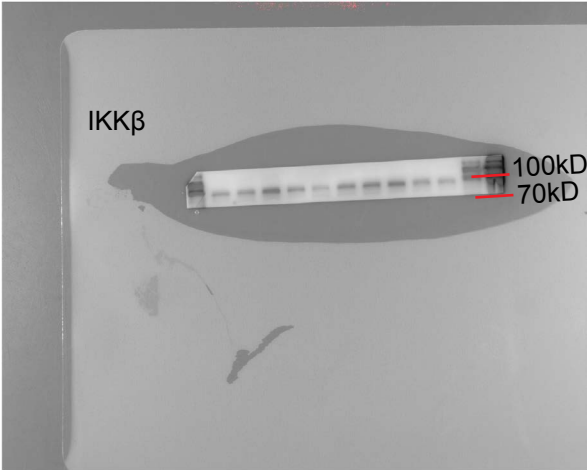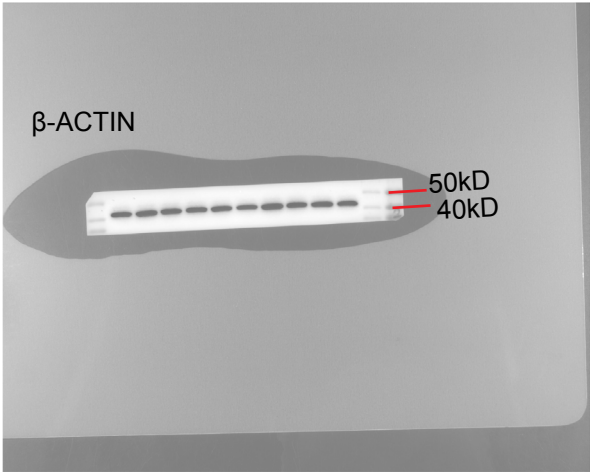

Source Fig. 6G

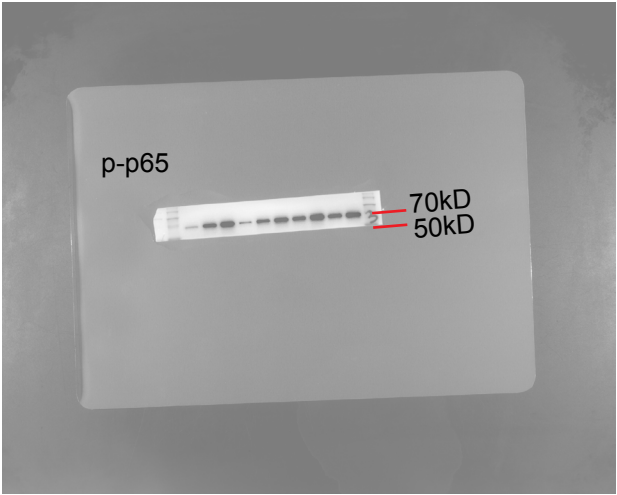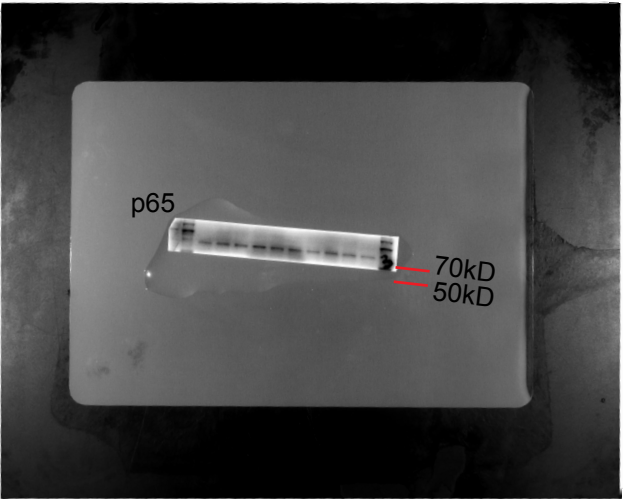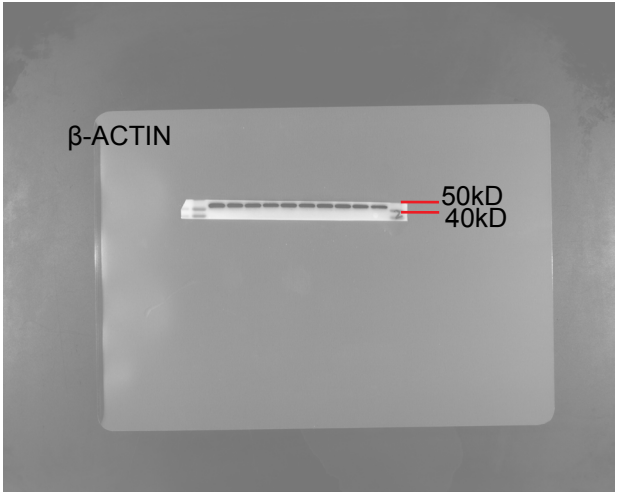

Source Fig. 6G

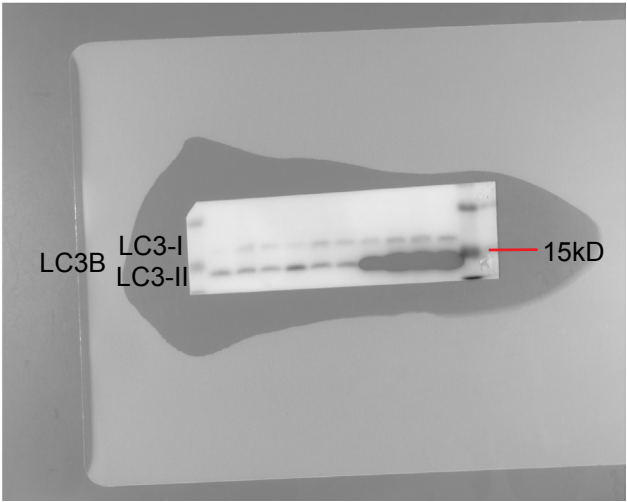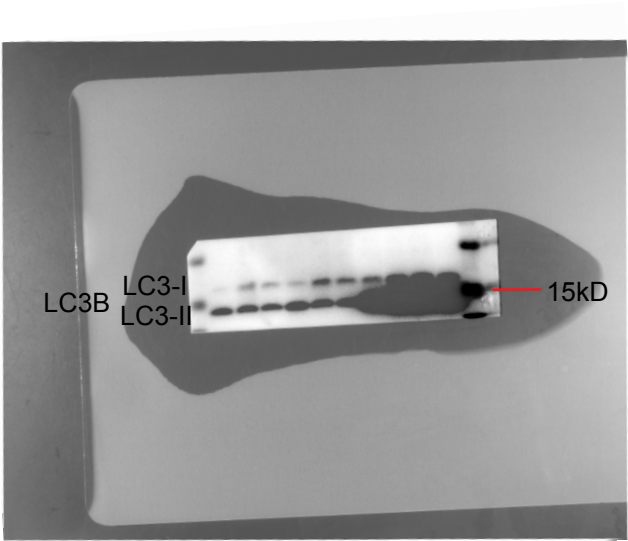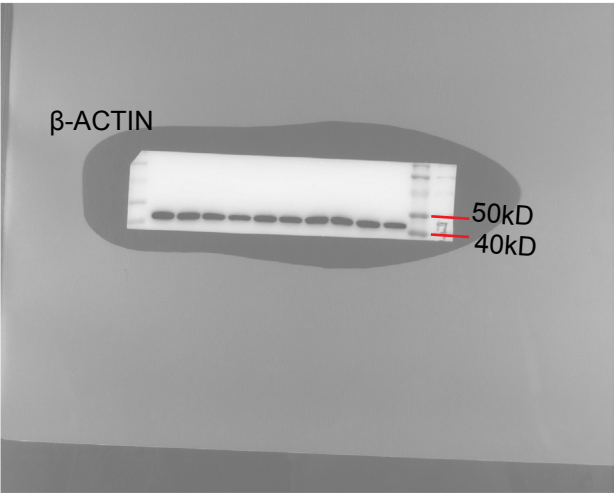

Source Fig. 6G

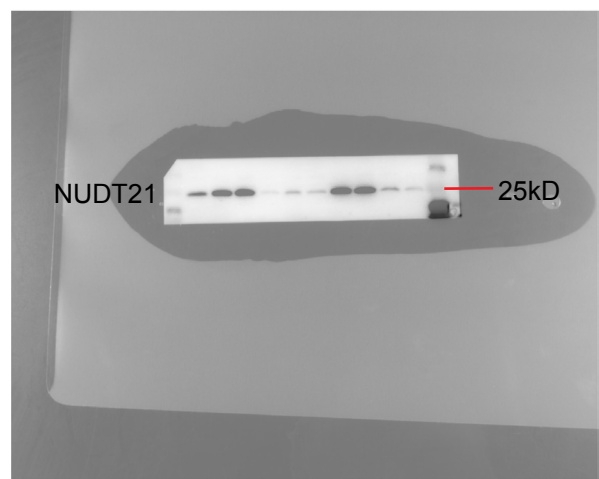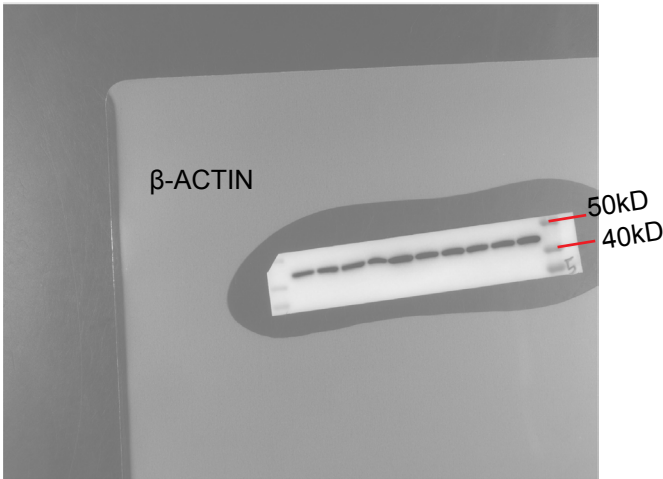

Source Fig. 6G

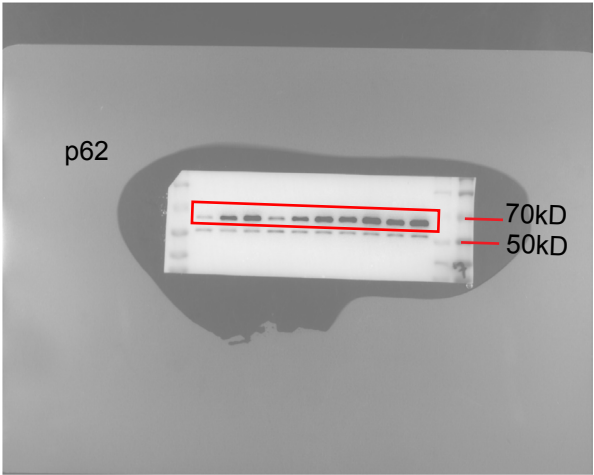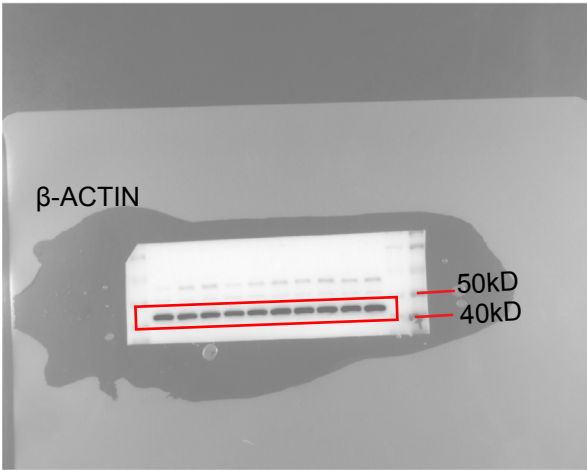

Source Fig. S1F

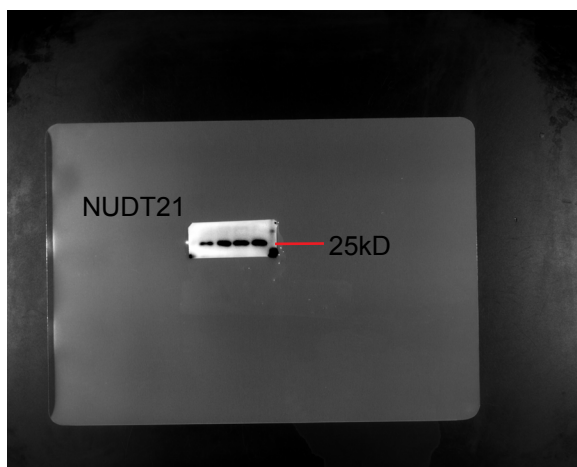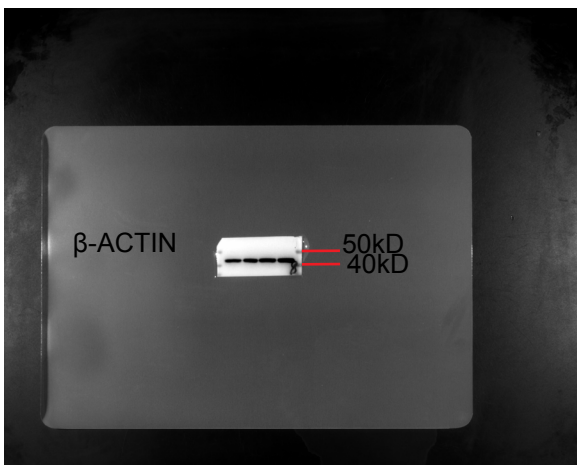

Source Fig. S2C

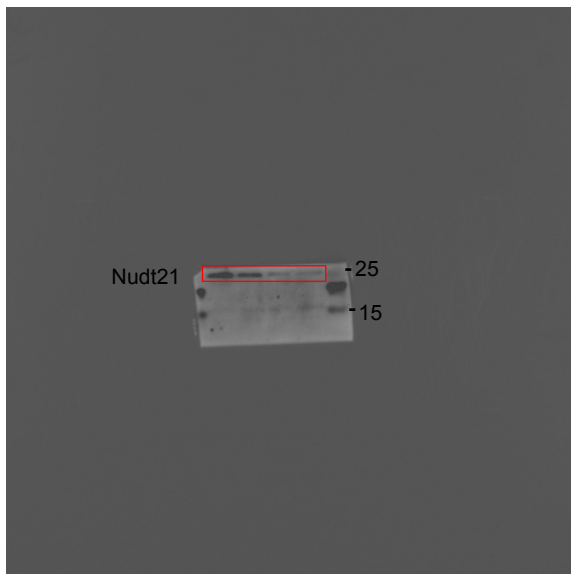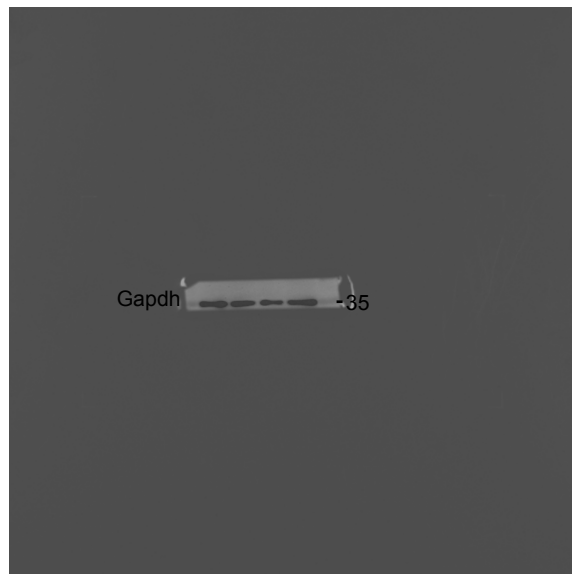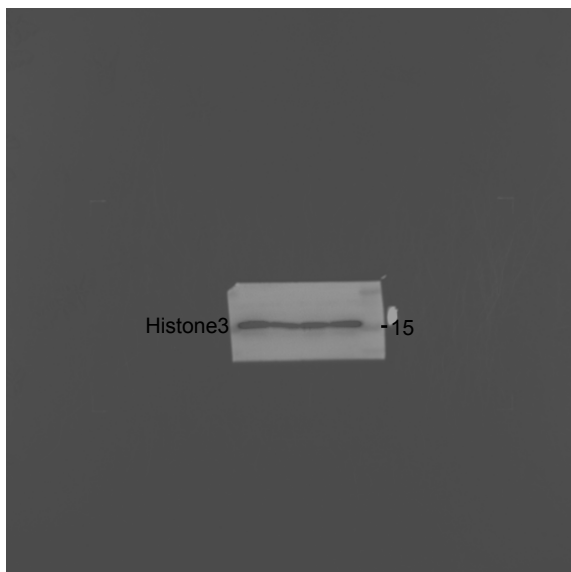

**Supplement:** Supplementary file 1 — Source Imagaes of westernblots

# Supplementary material for: Alternative mRNA polyadenylation regulates macrophage hyperactivation via the autophagy pathway
**Source:** Cell Mol Immunol. 2024 Nov 13;21(12):1522–34. doi: 10.1038/s41423-024-01237-8
**Supplement:** Supplementary file 8 — Supplementary information

## Fig. S1: Increased expression of Nudt21 under various inflammatory conditions

**(A)** Volcano plot from the CRISPR screening results of Tong *et al*.^25^, which revealed that sgRNA-targeted genes were enriched in the TNFα-high (red) and TNFα-low (blue) populations. Notably, Nudt21 is highlighted with a large red dot.

**(B-D)** mRNA expression levels of NUDT21 in (B) blood samples from sepsis patients (GSE28750). (C) Systemic lupus erythematosus (SLE) patients (GSE72509). (D) Peritoneal monocyte-derived macrophages from CarT-induced cytokine syndrome mice (GSE111236).

**(E-F)** RT‒qPCR analysis (E) and immunoblot analysis (F) of Nudt21 in WT BMDMs primed with 50 ng/ml IFNγ overnight and stimulated with 50 ng/ml LPS for the indicated durations.

The error bars represent the standard errors of the means (SEMs). P values were determined by unpaired Student’s t test or one-way ANOVA.

## Fig. S2: Loss of Nudt21 does not affect myeloid cell composition in mice

**(A)** Schematic illustrating the generation of Nudt21-cKO mice.

**(B-C)** Analysis of Nudt21 knockout efficiency: (B) qRT‒PCR results showing Nudt21 expression in BMDMs from WT and Nudt21-cKO mice. (C) Immunoblot confirming the absence of Nudt21 protein in BMDMs from Nudt21-cKO mice.

**(D-E)** Histograms displaying the absolute number of immune cells per body weight (grams) analyzed. (D) The spleens of 8-week-old WT and Nudt21-cKO mice (n=3 per group) are shown. (E) Bone marrow of 8-week-old WT and Nudt21-cKO mice (n=4 per group).

**(F)** Histogram showing the absolute number of myeloid cells per colon length (cm) in the colons of 10-week-old WT and Nudt21-cKO mice in the colitis model (n=6 per group, data pooled from two separate experiments).

The error bars represent the standard errors of the means (SEMs). P values were determined by unpaired Student’s t test.

## Fig. S3: Reduced inflammation and enhanced macrophage viability in Nudt21-cKO mice in the HLH model

**(A)** Histograms displaying the absolute number of cells per body weight (g) in the spleens of WT and Nudt21-cKO mice analyzed at 6 hours post-LPS injection (n=9 per group, data pooled from two separate experiments).

**(B)** Absolute platelet counts in the peripheral blood of WT and Nudt21-cKO mice measured at 6 hours post-LPS injection (n=5 per group).

**(C)** RT‒qPCR analysis of *Il6* and *Il1β* mRNA levels in liver tissues from WT and Nudt21-cKO mice at 6 hours post-LPS injection (n=3 per group).

**(D)** Plasma IL-1β levels in WT and Nudt21-cKO mice were analyzed 6 hours after LPS injection (n=3 per group).

**(E)** Gating strategy for identifying splenic macrophages.

**(F)** Histograms showing the absolute number of myeloid cells per spleen weight (g) from WT and Nudt21-cKO mice analyzed at 6 hours post-LPS injection (n=5 per group).

**(G)** Histograms showing the percentage of specified myeloid cell populations within CD45+ cells from the spleens of WT and Nudt21-cKO mice analyzed at 6 hours post-LPS injection (n=5 per group).

**(H-I)** Representative flow cytometry plots (H) and frequency of dying cells (Annexin V+7-AAD+) among splenic macrophages (I) from WT and Nudt21-cKO mice analyzed 6 hours after LPS injection (n=10 per group).

**(J)** Quantification of the percentage of 7-AAD+ WT and Nudt21-cKO BMDMs primed with 50 ng/ml IFNγ overnight and stimulated with 50 ng/ml LPS for 24 hours (n=3 per group).

The error bars represent the standard errors of the means (SEMs). P values were determined by unpaired Student’s t test.

## Fig. S4: Decreased proinflammatory cytokine production in the macrophages of Nudt21-cKO mice in both the HLH and colitis models

**(A-B)** Histograms showing the IL12β gMFI in (A) bone marrow monocytes (BMMs) from WT and Nudt21-cKO mice analyzed at 6 hours post-LPS injection (n=4 per group). (B) Peritoneal monocyte-derived macrophages from WT and Nudt21-cKO mice were analyzed 6 hours after LPS injection (n=5 per group).

**(C-D)** Frequency of TNFα-producing cells (C) and quantification of the TNFα gMFI (D) in the intestinal macrophages of WT and Nudt21-cKO mice on day 8 after DSS treatment (n=4 per group).

**(E-F)** Frequency of IL6-producing cells (E) and quantification of the IL6 gMFI (F) in the intestinal macrophages of WT and Nudt21-cKO mice on day 8 after DSS treatment (n=5 per group).

The error bars represent the standard errors of the means (SEMs). P values were determined by unpaired Student’s t test.

## Fig. S5: Enhanced Autophagy Activity in Nudt21-Ablated Macrophages

**(A)** Histogram summarizing changes in the mRNA expression levels of WT and Nudt21-cKO BMDMs primed with 50 ng/ml IFNγ overnight and stimulated with 50 ng/ml LPS for the indicated durations.

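At 0 h, 16251 genes were compared between cKO and WT. By the same rule as at 4 h, 2373 genes were called, 1461 of them (61.6%) higher and 912 (38.4%) lower in cKO, and 167 genes kept a limma adjusted p under 0.05. The median log2 fold change of all genes was 0.10. Centred on each sample's median, 1178 genes were higher and 1135 lower. Of the genes called at 0 h, 619 were called higher and 170 lower at 4 h in the same direction. In opposite directions, 13 were higher at 0 h and lower at 4 h, and 66 were lower at 0 h and higher at 4 h.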

**(B)** MA plot showing differential gene expression in WT and Nudt21-cKO BMDMs primed with 50 ng/ml IFNγ overnight and stimulated with 50 ng/ml LPS for 4 hours. The upregulated genes in Nudt21-cKO are marked in red, the downregulated genes in blue, and the nonsignificant genes in gray.

**(C)** Gene Ontology (GO) enrichment analysis of genes upregulated in Nudt21-cKO BMDMs compared with WT control cells upon IFNγ/LPS activation at 4 hours.

**(D)** KEGG pathway analysis showing enrichment of the autophagy pathway in genes upregulated in Nudt21-cKO BMDMs compared with WT BMDMs upon IFNγ/LPS activation at 4 hours.

**(E)** Statistical analysis of the geometric mean fluorescence intensity (gMFI) in monodansylcadaverine (MDC) assays of WT and Nudt21-cKO BMDMs primed with 50 ng/ml IFNγ overnight and stimulated with 50 ng/ml LPS for the indicated durations.

**(F)** GO enrichment analysis of genes with shortened 3’UTRs in Nudt21-cKO BMDMs compared with WT BMDMs primed with 50 ng/ml IFNγ overnight and stimulated with 50 ng/ml LPS for 4 hours.

**(G)** GO enrichment analysis of 354 genes with changes in the percent distal polyA site usage index (PDUI) and mRNA levels in Nudt21-cKO BMDMs compared with WT control cells.

**(H)** RT‒qPCR analysis of Wipi2 mRNA decay in WT and Nudt21-cKO BMDMs at 1 hour and 2 hours after 5 μM Actinomycin D (ActD) treatment (n=3 per group).

**(I)** Fluorescence intensity ratios of JC-1-Red and JC-1-Green in WT and Nudt21-cKO BMDMs upon IFNγ/LPS activation with and without BafA1. (8 h, n=3 per group).

The error bars represent the standard errors of the means (SEMs). P values were determined by unpaired Student’s t test.

## Fig. S6: Schematic diagram of the biological role of alternative mRNA polyadenylation in regulating macrophage hyperactivation via the autophagy pathway.

This schematic diagram depicts the proposed biological function of Nudt21-mediated alternative mRNA polyadenylation in regulating the stability of key autophagy gene mRNAs through 3’UTR polyA site selection. This mechanism further influences the anti-inflammatory role of autophagy in macrophage-induced hyperinflammatory diseases.

# Supplemental Material

Table S1: Antibodies used for ﬂow cytometry.

| **Antibody** | **Clone** | **Cat No.** | **Brand** | **Dilution** |
| --- | --- | --- | --- | --- |
| TNFa FITC | MP6-XT22 | 506304 | Biolegend | 1:150 |
| TNFa BV786 | MP6-XT22 | 506341 | Biolegend | 1:150 |
| TNFa PE | MP6-XT22 | 506306 | Biolegend | 1:150 |
| IL-12/23 p40 PE | C17.8 | 12-7123-82 | eBioscience | 1:180 |
| IL6 PE | MP5-20F3 | 504504 | Biolegend | 1:150 |
| CD45.2 APC-CY7 | 104 | 109824 | Biolegend | 1:300 |
| CD45.2 APC/Fire™ 750 | 30-F11 | 103154 | Biolegend | 1:300 |
| CD11b BV650 | M1/70 | 101239 | Biolegend | 1:300 |
| I-A/I-E AF700 | M5/114.15.2 | 107622 | Biolegend | 1:300 |
| CD4 PB | GK1.5 | 100428 | Biolegend | 1:300 |
| CD8 PerCP-CY5.5 | 53-6.7 | 100734 | Biolegend | 1:300 |
| CD45R/B220 PE | RA3-6B2 | 103208 | Biolegend | 1:300 |
| TCRb PE-Cy7 | H57-597 | 109222 | Biolegend | 1:300 |
| NK1.1 APC | PK136 | 108710 | Biolegend | 1:300 |
| CD11C BV421 | N418 | 117330 | Biolegend | 1:300 |
| CD11C APC | N418 | 117310 | Biolegend | 1:300 |
| Ly6C BV785 | HK1.4 | 128041 | Biolegend | 1:300 |
| Ly6C FITC | HK1.4 | 128006 | Biolegend | 1:300 |
| Ly6G BV711 | 1A8 | 127643 | Biolegend | 1:300 |
| Ly6G PE | 1A8 | 551461 | BD Pharmingen | 1:300 |
| F4/80 FITC | BM8 | 123108 | Biolegend | 1:300 |
| F4/80 APC | BM8 | 123116 | Biolegend | 1:300 |
| F4/80 PE-CY7 | BM8 | 123114 | Biolegend | 1:300 |
| CD3 PE-CY7 | 17A2 | 100220 | Biolegend | 1:300 |
| CD3 BV785 | 145-2C11 | 100355 | Biolegend | 1:200 |
| CD3 PB | 17A2 | 100214 | Biolegend | 1:300 |
| CD19 PB | 6D5 | 115523 | Biolegend | 1:300 |
| CD19 PE-CY7 | 6D5 | 115520 | Biolegend | 1:300 |

Table S2: Primers used for qRT‒PCR.

| **Target** | **Sequence (5'-3')** |
| --- | --- |
| *Nudt21* Forward | GATTGGGATGAGAAGGACTGTAG |
| *Nudt21* Reverse | TTCAACTTCATCTTCTCCTGGG |
| *Cpsf6 Forward* | GCCAACATCAGATAGTCGAGGTC |
| *Cpsf6 Reverse* | GCTTCACTCAGAGGTGTTCTTGC |
| *Cpsf7 Forward* | CCTCCACCTTCTACAGTGAGTG |
| *Cpsf7 Reverse* | GTGAGTAGTGTCTCAATGGCGTC |
| *Gabarap Forward* | CAAAGAGGAGCATCCGTTCGAG |
| *Gabarap Reverse* | TTGTCCAGGTCTCCTATCCGAG |
| *Gabarapl1 Forward* | GTGGAGAAGGCTCCTAAAGCCA |
| *Gabarapl1 Reverse* | AGGTCTCAGGTGGATCCTCTTC |
| *Atg7 Forward* | CCTGTGAGCTTGGATCAAAGGC |
| *Atg7 Reverse* | GAGCAAGGAGACCAGAACAGTG |
| *Atg12 Forward* | GAAGGCTGTAGGAGACACTCCT |
| *Atg12 Reverse* | GGAAGGGGCAAAGGACTGATTC |
| *Wipi2 Forward* | AGGACGCCAACTTAGAAGCC |
| *Wipi2 Reverse* | CATGGGAGGATGTTCGCTGT |
| *Ulk2 Forward* | CAGCACTCTGCTGTAGCACT |
| *Ulk2 Reverse* | CTGGGATGGGTGACAGAACC |
| *Sqstm1 Forward* | GCTCTTCGGAAGTCAGCAAACC |
| *Sqstm1 Reverse* | GCAGTTTCCCGACTCCATCTGT |
| *18 s Forward* | TAGAGGGACAAGTGGCGTTC |
| *18 s Reverse* | CGCTGAGCCAGTCAGTGT |
| *Tubb5 Forward* | TATGGACTCCGTTCGCTCAGGT |
| *Tubb5 Reverse* | CCTTTAGCCCAGTTGTTGCCTG |
| *Actb Forward* | CTTCTTTGCAGCTCCTTCGTT |
| *Actb Reverse* | AGGAGTCCTTCTGACCCATTC |
| *Il6 Forward* | CCACTTCACAAGTCGGAGGC |
| *Il6 Reverse* | TTCTGCAAGTGCATCATCGT |
| *Tnfa Forward* | TCTTCTCATTCCTGCTTGTGG |

| *Tnfa Reverse* | GGTCTGGGCCATAGAACTGA |
| --- | --- |
| *Il1b Forward* | TGCCACCTTTTGACAGTGATG |
| *Il1b Reverse* | TGATGTGCTGCTGCGAGATT |
| *Map1lc3b Forward* | GTCCTGGACAAGACCAAGTTCC |
| *Map1lc3b Reverse* | CCATTCACCAGGAGGAAGAAGG |
| *Map1lc3b (distal PAS) Forward* | CAGAAGAGCAGTGTCAGGGG |
| *Map1lc3b (distal PAS) Reverse* | GCTGAGTGGGAGCCCTTTTA |
| *Ulk2 (distal PAS) Forward* | AGCCAGATGCTTCCTTAGAGA |
| *Ulk2 (distal PAS) Reverse* | GTTTTGAATCCTGGAGCAGGG |

How the deposited data were processed for this re-analysis (not part of the article)

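RNA-seq was available for 8 samples of BMDMs, 2 each of WT and Nudt21-cKO at 0 h and after IFNγ/LPS for 4 h, and each sample was mapped to its group from its title and the paper's methods. The labels also give the stimulation for the 0 h samples, which were taken as untreated from their titles. The authors aligned the reads with HISAT2, quantified RefSeq genes with StringTie and deposited a coverage signal per gene and sample, with 1 table for each time. The tables do not name the unit. It was read from the values, which become whole numbers of bases when multiplied by transcript length for genes with few reads. The design had been written for counts or FPKM, and since coverage is neither, the limma comparison planned for normalized values was used and no count test was run. The tables also hold the authors' log2 fold changes and p-values. The authors computed the fold change as log2 of the ratio of group means and the p-value from a two-sided comparison of unlogged values with equal variances, and these columns were used only to count the authors' own calls. No column of per-sample values was left unused (0 columns).

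Genotypes were compared at each time with limma 3.58.1 in R 4.3.3 on log2(coverage + 0.1), over genes with a mean coverage of at least 0.5 in the samples compared. A gene was called at a fold change above 1.5 with a p under 0.05, the rule in the paper's methods, and calls with Benjamini-Hochberg adjustment were counted beside it. Values stayed on the deposited scale. The design named no scaling for coverage, which it had not foreseen, so this choice was made after the unit had been read from the values. The median-centred split is given beside it because the median gene was shifted. Stimulation was compared within each genotype and the difference of the genotype effect between the times was tested as an interaction over all 8 samples. The replicate numbers 1 and 2 of WT and 3 and 4 of cKO recur at both times in the labels, and WT and cKO share none. Gene lists were set against 10000 random lists of the same size matched on deciles of mean coverage. Genes named in the text were fixed by a rule before the data were examined: Nudt21, Cpsf6 and Cpsf7, the genes of Figs. 4C and 5D and Table S2, lists of core autophagy and inflammatory genes, and the 5 largest rises and falls at each time. Which genes of these lists are named singly was settled after their values were seen. Other alternatives covered the pseudocount, the filter, the scaling of samples, the variance estimate and the samples in the fit.

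The comparison was tested on simulated coverage with 200 genes changed by a log2 fold change of 2 and all genes of the cKO samples shifted by 0.3. At 4 h, over 13330 genes, 90.5% of the changed genes were called on the unscaled values and 91.5% after median-centring. With an adjusted p under 0.05, 44.5% and 47.5% were recovered. Among the unchanged genes 570 were called higher and 63 lower on the unscaled values, and 158 and 173 after median-centring. The simulation kept only genes detected in every sample compared and shuffled the spreads among genes. It therefore lacks genes missing from a sample and any link between coverage and spread, so these rates may not hold for the real data.

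Gene positions, 3'UTRs and transcript lengths came from GENCODE M21 on GRCm38, which matched 20726 of the 21080 symbols. Primer sequences were taken from Table S2 and matched to the transcripts, and blastn 2.17.0 was used to look for copies of Cpsf6. PDUI values, GO and KEGG terms and read-level coverage were not analysed here. The number of reads behind each value is not given, so no counting interval was computed, and with 2 samples per group the spread between replicates is itself poorly known.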

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

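The tests of depth in this part were chosen after the results were seen, and those of the neighbourhood and copies of Cpsf6 before.

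The genotype effect differed between 0 h and 4 h for 496 of 16284 genes by an interaction in limma with an adjusted p under 0.05. The log2 fold change was larger at 4 h for 372 of them and smaller for 124, and the median difference of all genes was 0.20. The cKO libraries exceeded the WT libraries in depth by more at 4 h than at 0 h, so depth was tested as an explanation. After median-centring 346 genes passed, 174 larger and 172 smaller, and 278 genes passed both with and without centring. Depth therefore does not account for all of them. Centring sets the median difference near 0, so the balance of larger and smaller differences after it says nothing on the source of the excess. No other technical explanation was tested for the set as a whole.

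Map1lc3b was higher in cKO at 4 h (log2 fold change 1.23) but not at 0 h (0.08), a difference of 1.16 with an adjusted p of 0.0193 from the limma interaction. Both cKO samples lay above both WT samples at each time. After median-centring the difference was 0.89 with an adjusted p of 0.0622, and with quantile normalization it was 0.86 with an adjusted p of 0.0423. Over the alternatives without a replicate block the adjusted p ran from 0.00262 to 0.0622. With both of these scalings the difference shrank but stayed positive, and its adjusted p rose. The adjusted p stayed under the threshold used for the interaction with quantile normalization but not with median-centring. Depth, as these scalings remove it, thus took away only part of the difference. Whether the remaining difference is real stays open, since its adjusted p fell on both sides of the threshold. No other technical explanation was tested for Map1lc3b.

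Foxo1, a gene of Fig. 5D, had a log2 fold change of 1.06 at 4 h, with both cKO samples above both WT samples, and of -0.25 at 0 h, with both below. The difference of 1.30 had a limma adjusted p of 0.0277. After median-centring it was 1.04 with an adjusted p of 0.0466, so depth does not fully account for it. Over the alternatives without a replicate block the adjusted p ran from 0.0157 to 0.0466. A change of transcript or 3'UTR length also alters coverage averaged over a gene and was not tested.

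C9orf72 was higher in both cKO samples than in both WT samples at 0 h (log2 fold change 0.43) and lower in both at 4 h (-0.39). The difference of -0.82 had a limma adjusted p of 0.0509. After median-centring the signs stayed opposite, with -0.72 at 4 h and 0.34 at 0 h, and the difference was -1.09 with an adjusted p of 0.0726. With quantile normalization it was -0.95 with an adjusted p of 0.0472. Over the alternatives without a replicate block the adjusted p ran from 0.0185 to 0.0726. The greater depth of the cKO libraries at 4 h raises the log2 fold change there. The difference grew when depth was removed, so depth works against the fall. The adjusted p lay above 0.05 before and after median-centring and below it with quantile normalization. The test therefore leaves open whether the effect on C9orf72 truly differs between the times. No other technical explanation was tested for C9orf72.

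Cpsf6, whose product acts together with Nudt21 in 3' end processing, was higher in cKO at both times, and the paper's text gives no RNA-seq value for it. Its log2 fold change was 1.95 at 4 h (limma adjusted p 0.0325) and 1.61 at 0 h (limma adjusted p 0.0456), with both cKO samples above both WT samples at each time. Coverage at 4 h was 1676 and 1753 in cKO and 457 and 433 in WT. After median-centring the smaller of the log2 fold changes was 1.52, so depth does not account for the rise. The 29 tested genes within 1 Mb had a median log2 fold change 0.0508 above that of all genes, so the region as a whole did not rise. No other annotated gene matched Cpsf6 over 300 bases at 95% identity (0 genes). Higher Cpsf6 mRNA in cells without Nudt21 is a candidate explanation. A shift between Cpsf6 transcripts of different length was not tested, so a technical origin remains open.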

How the results depend on the processing

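Alternatives for the pseudocount, the filter, median-centring, quantile normalization, the variance estimate and the samples in the fit were set before the data were examined. Scaling to equal total coverage or equal total bases, the comparison of unlogged values, and median-centring of the interaction and of the shared calls were chosen after. Planned count tests (edgeR, DESeq2 and their filters) were not run because the values are coverage, and the planned PDUI alternatives were not run because PDUI values were not analysed here. The cause of the changes was not tested except where depth is named elsewhere.

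At 4 h the calls higher and lower in cKO were 1552 and 1480 with median-centring (51.2% higher), 1530 and 1476 with quantile normalization (50.9%), 1941 and 1013 with equal total coverage (65.7%), 1780 and 1156 with equal total bases (60.6%) and 1373 higher with unlogged values at equal total bases (64.9%). Lower genes numbered 386 with unmoderated variances and 377 with unlogged values. Genes with an adjusted p under 0.05 numbered 1306 with pseudocount 1, 930 without a filter, 899 at a mean of at least 1, 236 with median-centring, 274 with quantile normalization, 54 with unmoderated variances, 2883 with an intensity trend, 3052 with all 8 samples, 198 at equal total coverage, 212 at equal total bases, 15 unlogged and 8 unlogged at equal total bases. The median log2 fold change, 0.31 on the deposited scale, was 0.16 without a filter, 0.0982 at equal total coverage, 0.0506 at equal total bases and 0.0257 unlogged at equal total bases. It is not given for median-centring and quantile normalization, which fix it.

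At 0 h the share of higher calls was 50.9% with median-centring, 49.1% with quantile normalization, 47.7% at equal total coverage, 45.5% at equal total bases and 46.5% unlogged at equal total bases, where 759 genes were higher. Lower genes numbered 603 with unlogged values. Genes with an adjusted p under 0.05 numbered 92 with pseudocount 1, 13 with unmoderated variances, 1344 with an intensity trend, 794 with all 8 samples, 17 unlogged and 8 unlogged at equal total bases. The median reversed to -0.0205 at equal total coverage, -0.0404 at equal total bases and -0.046 unlogged at equal total bases.

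Map1lc3b at 0 h reversed to -0.0169 with median-centring, -0.0468 with quantile normalization, -0.0472 at equal total coverage, -0.067 at equal total bases and -0.0673 unlogged at equal total bases. In the same order, at 4 h, Atg5 reversed to -0.1388, -0.1309, -0.0134, -0.0615 and -0.0673, Becn1 to -0.1649, -0.1005, -0.0396, -0.0878 and -0.088, Rab8a to -0.1287, -0.0558, -0.0034, -0.0516 and -0.0544, and Wipi1 to -0.1312, -0.1577, -0.0057, -0.0538 and -0.0557. Il6 and Tnf at 4 h reversed to -0.0568 and -0.0242 with median-centring. These reversals are of values smaller than the shift that the scaling removes, so they restate that shift and add no separate evidence. Apart from the fits that left out a replicate, which are given as ranges, these 27 reversals came with 24 values of single genes or of the autophagy list that changed otherwise: 11 weaker, 7 stronger and 6 moved, the last being counts of core autophagy genes called higher.

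Genes whose effect differed between the times numbered 993 without a filter. Calls shared by both times were 14 higher and 5 lower with adjusted p, and 362 and 323 with median-centring. With the replicate number as a block the interaction gave 31 genes, and the limma adjusted p was 0.154 for Map1lc3b, 0.139 for Foxo1 and 0.194 for C9orf72. Stimulation changed 10331 genes in WT and 10599 in cKO with the block, against 10722 and 10850 without. With quantile normalization it changed 8159 in WT and 8584 in cKO, and with median-centring 8942 and 9063. The paper does not say whether samples of one number share mice. Their deviations at the 2 times correlated by 0.0204 in WT and 0.0237 in cKO, so the numbers show no pairing.

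Across the 4 fits that each left out one replicate, which give no p, the log2 fold change of Nudt21 ranged from -2.28 to -1.98 at 4 h and from -2.12 to -1.96 at 0 h, and the median of all genes from 0.21 to 0.39 and from 0.05 to 0.16. Genes over 1.5-fold higher at 4 h ranged from 4212 to 5632 and lower from 1504 to 2071, and at 0 h from 2770 to 3404 and from 2158 to 2390. The percentile of the core autophagy list ranged from 94.5 to 99.7 at 4 h and from 51.7 to 90.5 at 0 h. At 0 h, where a sample of each genotype lists Il6 at 0, its log2 fold change ranged from -2.7959 to 2.5717 and that of Il1b from -0.2838 to 0.0981, so each reversed in 2 of the 4 fits. With 2 samples per group, the spread behind each p rests on few values.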

Differences from the paper's values

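The paper reports 334 genes lower in cKO at 4 h, and 624 were called here. Among the alternatives set before the data were examined, unmoderated variances gave 386, within 1.5 times the paper's value, as well as 2317 higher genes and 2703 in all against the paper's 2373 and 2707. The others did not close the gap, with 672 lower genes for pseudocount 1, 593 for pseudocount 0.01, 542 without a filter, 599 at a mean of at least 1, 1480 with median-centring, 1476 with quantile normalization, 593 with an intensity trend and 715 with all 8 samples. The comparison of unlogged values, which was chosen after seeing the values, gave 377, while 1013 for equal total coverage, 1156 for equal total bases and 744 for unlogged values at equal total bases, also chosen after, did not close the gap. The authors' deposited table marks 2483 genes as up and 377 as down at 4 h, 2860 in all, against about 2900 in Fig. 5B, read by eye. Of the genes so marked, 2352 up and 343 down have a finite fold change. These counts lie nearer to the paper's 2373 and 334.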

Other observations

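The tests of depth and of the genes of highest coverage were chosen after the result was seen. The test of upstream neighbours was set after the neighbours of a few large rises had been looked at, and that of the stimulation response after the values of Map1lc3b; the other tests in this part were set before.

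More genes were higher than lower in cKO at 4 h. Scaling each sample to equal total bases brought the median log2 fold change of all genes from 0.31 to 0.0506, which is consistent with sequencing depth as the source of most of that shift. It left 1780 genes higher and 1156 lower, so the excess was reduced and not removed. Scaling to the total without the 100 genes of highest coverage gave a median of 0.063, against 0.0982 for the whole total. Both scalings also remove the depth difference, so this comparison does not rule out that a few genes add to the shift. With genes split into equal groups by transcript length the lowest median was 0.2583, and by GC content it was 0.1819, against 0.43 in the group of highest GC content. UGUA motifs per kb of 3'UTR did not rise with the log2 fold change across 9075 genes (Spearman rho -0.0589). Annotated 3'UTR length did so weakly across 12748 genes, with a rho of 0.1077 at 4 h and 0.0885 at 0 h. Genes are not independent replicates, so no p is given. How reads were assigned to transcripts was not tested, and a general rise of mRNA in cKO cannot be separated from depth.

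The core autophagy list also stood high among random lists matched on coverage together with 3'UTR length (99.41 percentile), transcript length (98.66 percentile) or GC content (99.07 percentile). Because its percentile fell to 94.5 with a sample left out, the pattern is a hypothesis.

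The paper reports lower Il6, Tnfα and Il1β mRNA by RT-qPCR in BMDMs after 8 hours of LPS (Fig. 3L), a time not analysed here. At 4 h the log2 fold change was 0.28 for Il6 (limma adjusted p 0.390), 0.31 for Tnf (limma adjusted p 0.373) and -0.99 for Il1b (limma adjusted p 0.101). Both cKO samples lay above both WT samples for Il6 and Tnf and below them for Il1b. Relative to the median of all genes the values were -0.03, 0.01 and -1.29. At 0 h the values were -0.11 for Il6, 0.54 for Tnf and -0.09 for Il1b, and the signs of Il6 and Il1b depended on the sample left out. The list of inflammatory genes, of which 19 were tested at 4 h, had there a median of -0.01, at the 1.49 percentile of random lists. This percentile was not recomputed with each sample left out, so it may lean on a single sample. With each sample left out at 4 h, the log2 fold change ranged from 0.07 to 0.49 for Il6. For Tnf it ranged from 0.10 to 0.52, and for Il1b from -1.25 to -0.72. Of the 19 genes, Ccl2 (log2 fold change 2.09), Ifnb1 (1.51) and Nos2 (1.14) were called higher at 4 h and Il1b lower. The result for Il1b weakened with unmoderated variances, with unlogged values and with unlogged values at equal total bases, and those of Ccl2, Ifnb1 and Nos2 did not. The log2 fold change of Il1b was then -0.99, -1.01 and -1.27, so its call depends on the test more than its size does. At 0 h, where 17 were tested, the median of this list was 0.17 and its percentile 69.5, with 3 genes called higher and 2 lower.

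On the deposited scale Map1lc3b falls with stimulation in WT and less so in cKO. The median gene fell too, by 1.27 in WT and 1.05 in cKO on the log2 scale. The direction for Map1lc3b in cKO therefore depends on the scale. The smaller fall in cKO was also tested on 200 genes chosen on a single sample, with each sample centred on its median. Those that fell most in WT replicate 1 fell by 5.14 in WT replicate 2 and fell by 4.27 in cKO replicate 3 and fell by 3.95 in cKO replicate 4. When the genes were chosen on cKO replicate 3 instead, the cKO change was lower than the WT change by a difference of -0.6178, so the pattern follows the sample used to choose the genes. The 200 genes that rose most in WT replicate 1 rose in cKO by 0.4424 more than in WT replicate 2. Centring on the median removes depth together with any real shift of the median gene. The rises of the 2 WT replicates for genes chosen on cKO replicate 3 were 9.36 and 8.98, so replicates of the same genotype also differed. The genes that rose gave no sign of a weaker stimulation in cKO. How far its strength differs between the genotypes cannot be told from this test.

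Of 49 tested genes within 5 Mb of Nudt21, 3 were called at both times, a share of 6.12% against 6.10% of other genes and a ratio of 1.0036. Sequence around the targeted locus thus gave no excess of calls. Among the 200 largest rises at 4 h, 6% had an expressed gene on the same strand ending within 5 kb upstream, at the 6.34 percentile of matched lists, and 3% had one starting within 5 kb downstream, at the 3.17 percentile. Transcripts reading on from a gene that ends within 5 kb upstream therefore do not account for these rises as a group. Overlapping genes and genes further upstream were not tested, so reading on from those remains open.

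With stimulation the median gene fell by 1.27 on the log2 scale in WT and fell by 1.05 in cKO.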
